# *Drosophila* ovarian stem cell niche ageing involves coordinated changes in transcription and alternative splicing

**DOI:** 10.1038/s41467-025-57901-8

**Published:** 2025-03-16

**Authors:** Dilamm Even-Ros, Judit Huertas-Romero, Miriam Marín-Menguiano, Gretel Nusspaumer, Miguel Borge, Manuel Irimia, Federico Zurita, Acaimo González-Reyes

**Keywords:** Stem-cell niche, Ageing

## Abstract

Gene expression (GE) and alternative splicing (AS) contribute to the formation of new interaction networks with potentially significant cellular functions. Here, we investigate ageing in the *Drosophila* female germline stem cell (GSC) niche and describe functional changes in both GE and AS. The GSC niche comprises three types of support cells, whose ageing transcriptomes reveal differential GE and AS variations related to cell adhesion, cytoskeleton and neural signalling. Because each population show distinctive GE and AS changes, niche cell types possess unique ageing signatures. Depending on the cell population, groups of genes display changes in both GE and AS, revealing a coordinated regulation of transcription and splicing during niche ageing. One such gene is *Fasciclin 2*, a neural adhesion molecule that we find is essential for niche functioning. Furthermore, genes involved in AS undergo changes in GE and/or AS themselves, providing a mechanistic explanation for the coordination of these two processes during niche ageing. This is the case of the splicing factor Smu1, described here as a key element necessary for ovarian niche homeostasis.

## Abstract (web summary)

Ageing is associated with alterations in gene expression and alternative splicing. Here, the authors show that ageing of the *Drosophila* ovarian stem cell niche involves coordinated changes in both expression and splicing, with distinct niche cells exhibiting specific ageing signatures.

## Introduction

The healthy function of adult organs in animals requires controlled homeostasis during tissue maintenance or in response to pathophysiological situations. As a general principle, tissue function relies on populations of adult stem cells capable of making most of the cell types found therein. Present in most tissues studied to date, stem cells often reside in specialized microenvironments (niches) known to regulate their proliferation and differentiation. During ageing, the extent to which tissues maintain proper homeostasis and regenerative capacity depends on the activity of resident stem cell populations. In fact, impairment of stem cell-niche activity and/or numbers results in tissue attrition, a hallmark of ageing in which tissue function declines as a consequence of unbalanced replenishment of cells lost to wear or injury^1,2^. Ageing can provoke accumulation of somatic mutations and clonal expansion of stem cells, as shown for the hematopoietic system. It can also induce a decrease in their proliferative capacity and stem cell loss^3–5^. At the cellular level, ageing is accompanied in stem cells by an increase in genotoxic stress (including higher concentrations of reactive oxygen species) and by changes in epigenetic regulation and genomic integrity, cell adhesion, responsiveness to signalling, cell polarity, nutrient sensing and self-renewing divisions^6–13^.

In spite of its importance, the mechanisms by which the regenerative potential of tissues is diminished during ageing are still unclear, particularly so in those stages in which the organism is within reproductive age. In this context, the case of germline stem cell (GSC) ageing is critical, as these cells give rise to entire new organisms probably after rejuvenating with each generation^14^. Thus, the quality of GSCs should not be compromised during reproductive age. Still, there are examples of changes in the behaviour of ageing stem cell populations in fertile adults such as the *Drosophila melanogaster* gonads, and mammalian spermatogonial stem cells can function much longer than a lifetime when transplanted into younger recipients^8,15–18^. This evidence led to the proposal that germline niche ageing appears to affect mainly niche support cells rather than stem cells themselves^1^.

Alternative splicing (AS) is a posttranscriptional mechanism that increases proteome complexity—and hence an expansion of protein interaction capabilities—by variable precursor mRNA processing from a given set of transcribed genes. This general characteristic of eukaryotic genomes, in which 90–95% of genes could show alternative splicing, as in the case of humans, includes the generation of mRNAs with alternative splicing sites, exon skipping, mutually exclusive exons and retained introns^19^. During development, AS networks contribute to the acquisition of organ identity, as shown for heart, brain or liver^20–23^, even though the correspondence between transcriptomes and proteomes could show poor correlation^24,25^; but see refs. ^26,27^. Moreover, splicing changes with age in a number of animal models, thus potentially linking compromised physiological homeostasis with the quality of transcriptomes^28^. However, whether splicing affects stem cell niche ageing is still unknown. In an effort to identify novel mechanisms involved in stem cell niche ageing and to correlate differential GE and AS with stem cell niche homeostasis, in this work we make use of a well-studied cellular niche amenable to cellular and genetic manipulation, that of the *Drosophila* ovary. We have focused our efforts on the changes occurring in GE in ovarian niche support cells during the course of ageing, with an emphasis on the role of AS in the process. In addition to alternative splicing, our work also identifies cell polarity, cell adhesion and mechanisms of neural signalling and development as targets of ageing in GSC niche cells.

## Results

The germline niche of the female fruit fly is a simple arrangement in which extracellular matrix and three somatic cell types—terminal filament cells (TFCs), cap cells (CpCs) and anterior escort cells (ECs)—sustain a population of 2–4 GSCs. The GSC niche is found in the germarium, a tapered structure at the anterior tip of the ovarioles, structural units that conform the adult ovaries. Posterior to the GSC niche reside the follicle stem cells (FSCs), responsible for the generation of follicle cell precursors^29–31^ (Fig. 1a). The combined action of both stem cell populations and their accompanying cells is behind the constant production of new egg chambers throughout the first weeks of the adult female. We have employed bulk RNA sequencing (RNA-seq) to identify candidate genes involved in niche cell ageing. To obtain a comprehensive description of niche ageing, we made use of genetic tools that allowed us to profile and analyse separately two groups of niche support cells, TFCs-CpCs and ECs. We focused our efforts on both GE variations and AS events that take place in the first four weeks of the female life. We chose this time frame because the number of GSCs hosted within the ovarian niche was significantly reduced at 3- and 4-weeks after eclosion (*P* < 0.0001; Fig. 1b). However, at least as indicated by several studies^32–35^, 4-week old females do not show a decrease in survival rates and are fully fertile, suggesting that the overall fitness of adult females this old is not compromised and our chosen time-frame avoids indirect, systemic ageing effects on ovary homeostasis.

**Fig. 1:**
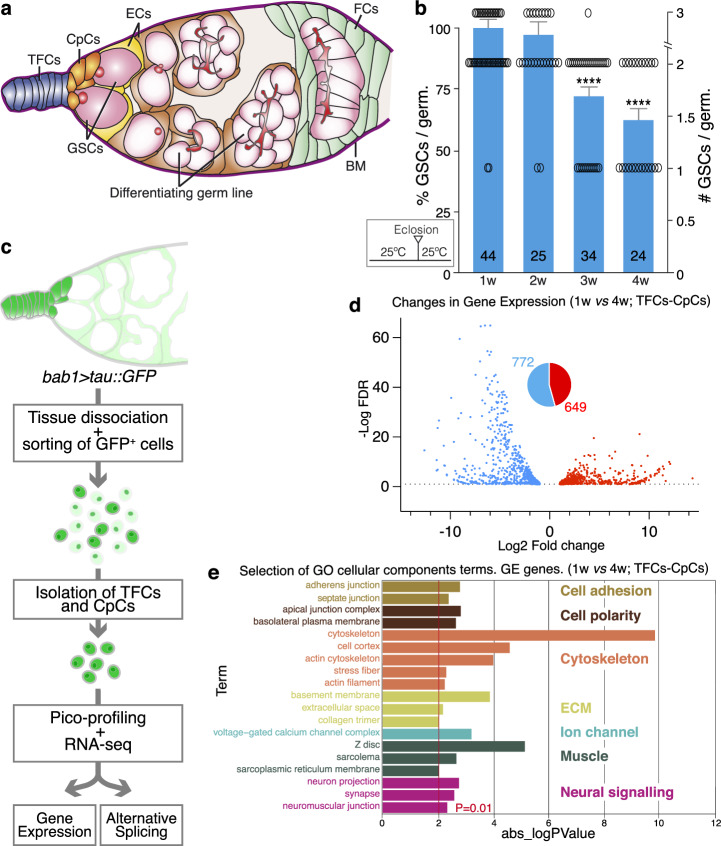
Gene expression (GE) analysis during TFC and CpC ageing. **a** Scheme of the GSC niche showing the surrounding basement membrane (BM) and the disposition of the terminal filament cells (TFCs), cap cells (CpCs), GSC-associated escort cells (ECs; yellow) and more posterior ECs (brown), follicle cells (FCs), germline stem cells (GSCs) and differentiating germline cysts. GSCs display an anterior, round spectrosome and the differentiating cysts contain branched fusomes (pink). **b** Graph depicting the number of GSCs per niche in 1-, 2-, 3- and 4-week old control germaria raised at 25 °C. Numbers in the columns denote the sample size for each of the age groups (*n*). Statistically significant *P* values of two-tailed, unpaired *t*-tests of different age groups compared to 1-week old females are shown (**** 3w: *P* = 6.63E−07, **** 4w: *P* = 1.17E−08). **c** Workflow undertaken to isolate TFCs-CpCs for GE and alternative splicing analyses. Germaria expressing Tau::GFP under the control of the *bab1-Gal4* line in TFCs, CpCs and ECs (albeit at lower levels in the latter) were used to sort cells expressing high GFP levels (TFCs and CpCs) followed by pico-profiling and RNA-seq. **d** Changes in GE—represented as log2 fold change at 4 weeks/1 week *versus* the -log10 false discovery rate (FDR)—identified 649 genes upregulated (red) and 772 (blue) genes downregulated in 4-week old compared to 1-week old cells (linear fold change <0.5 or >2; FDR < 10%). Data correspond to two biological replicates per time point. **e** Representation of a selection of terms identified in the GO-cellular components analysis. ECM: extracellular matrix. In this and the rest of the GO terms analyses, *P* values were calculated using the EASE modification of Fisher’s Exact test (https://david.ncifcrf.gov) with a cut-off value of *P* ≤ 0.01 (absolute log10 *P* value ≥2). Error bars in **B** indicate the standard error of the mean (SEM). Related to Supplementary Fig. 1, Supplementary Data 1 and Supplementary Data 4.

### Ageing TFCs-CpCs show changes in GE and AS profiles

We first isolated TFCs and CpCs from 1 week- (1w) and 4w-old females, performed RNA-seq and analysed GE profiles (Fig. 1c). 

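RNA of sorted cells with a high GFP signal from bab1>tau::GFP ovaries, which the paper takes as TFCs and CpCs, was reverse-transcribed and amplified by PCR before strand-specific libraries were sequenced. There were 2 libraries from 1w-old and 2 from 4w-old females. The authors processed the reads with vast-tools for dm6 and deposited 2 values per gene and library: the number of reads, without normalization, and the corrected RPKM (cRPKM), which divides the reads by the mappable length of the transcript and by the mapped reads of the library. The libraries were strand-specific, and the paper does not state whether the strand was used in counting. The reads counted on genes summed to 44642511 and 52487930 in the 1w libraries and to 52268136 and 37580263 in the 4w libraries. Each file listed 14489 genes, of which 13726 carried values. At this depth, a count of 0 in a library allows a level of up to 3 counts, a limit that covers counting error only because reads amplified from few cells are not independent molecules. The log2(cRPKM + 1) values of the 2 replicates had a Pearson correlation of 0.929 across 7866 genes at 1w and of 0.865 across 8166 genes at 4w, and genes are not independent replicates.

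Differential GE was tested on the read counts with edgeR's quasi-likelihood test after TMM normalization, among the 9249 genes with at least 10 counts in at least 2 of the 4 libraries. A gene was called changed at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.1, the thresholds of the paper's results text. Fold changes are those of 4w over 1w. Gene positions come from the BDGP6 annotation.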

We could identify 1421 genes whose expression was either up- (649) or down-regulated (772; Fig. 1d; Supplementary Data 1) in 4w-old cells when compared to younger 1w-old samples (fold change <0.5 or >2; false discovery rate <10%). 

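In TFCs-CpCs, 479 genes were called changed with age, 116 of them up-regulated and 363 down-regulated at 4w, and 1602 genes had an unadjusted p under 0.05. The count moved most when the 12 libraries of the study shared one estimate of the spread in a single fit, to 1665 genes, of which 860 were up-regulated. The largest changes among called genes with a mean of at least 10 cRPKM in the higher group, and with no overlap between the ages, were in genes near or under the detection limit at one age. The gene snu (FBgn0039594, chromosome 3R from 28675041 to 28695939) had 0 counts in both 1w libraries and 431 and 6808 counts at 4w. Its mean was at least 1523-fold higher at 4w, a rise carried mostly by 1 of the 4w libraries, so that this bound does not hold for each library. CG44251 (FBgn0265186) was at least 314-fold higher and grnd (FBgn0032682, with 13.1% of its exon bases shared with another gene) at least 299.7-fold higher, both from 0 counts at 1w. AQP (FBgn0033807, chromosome 2R from 13212405 to 13214496) fell from 2939 and 2806 counts at 1w to 1 and 0 counts at 4w, and was at least 869-fold lower. CG15203 (FBgn0030261) fell from 598 and 196 counts to 0 and was at least 125-fold lower. Rh50 (FBgn0028699) fell from 6051 and 2199 counts to 4 and 0 counts, with a fitted log2 fold change of -11.20 (standard error 1.28, adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the first 4w replicate, which held those 4 counts, the fitted value of Rh50 was -15.05. The sizes of the other changes also depended on single libraries: the fitted values, which are not bounds, went from 14.94 to 11.57 for snu and from 12.62 to 12.02 for grnd without the second 4w replicate, from 12.74 to 11.20 for CG44251 and from -12.33 to -14.46 for AQP without the first 4w replicate, and from -11.82 to -10.59 for CG15203 without the first 1w replicate.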

Gene Ontology (GO) enrichment analyses of the identified genes yielded a number of categories with enriched genes associated to cell adhesion, cell migration, cell polarity, cytoskeleton, extracellular matrix, ion transport, muscle or neural signalling/development (Fig. 1e; Supplementary Fig. 1a). While it was surprising to find expression of genes characteristic of cell types or processes not represented in our samples (i.e., muscle, neurons or migrating cells), some of the selected genes have known functions in a myriad of cell types, including ovarian lineages. For instance, *Fasciclin 2* (*Fas2*) was identified as a gene whose expression was up-regulated in 4w-old cells. 

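Fas2 (FBgn0000635) lies on the minus strand of the X chromosome from 4132887 to 4206093. Its level was 113 ± 21.3 cRPKM (SD, n = 2) at 1w and 439 ± 291 cRPKM (SD, n = 2) at 4w, with 14876 and 22858 counts in the 1w libraries and 41375 and 82123 in the 4w libraries. Both 4w libraries lay above both 1w libraries. The log2 fold change was 1.68 (standard error 0.54, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not past the threshold on the adjusted p. Fas2 passed it with DESeq2's Wald test, without the filter on low counts and with all 12 libraries in one fit. The log2 fold change ranged from 0.87 to 2.28 when each library was left out in turn. Among the 11 tested genes that the paper names for TFCs-CpCs in its results and discussion, 4 were called over all genes tested and 9, Fas2 included, when adjusted over the list alone; the study chose this list on these samples, so the second count is not independent evidence.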

Fas2, the *Drosophila* orthologue of neural cell adhesion molecule (NCAM), is required for proper neural synapsis and is known to mediate activity-mediated synaptic plasticity, stabilisation and growth. It is also expressed during oogenesis^36–41^. In addition, we have validated the expression in TFCs-CpCs of genes differentially expressed during ageing in our RNA-seq but not known previously to be present in the germarium, such as MSP300 or *muscleblind* (Supplementary Fig. 1b, c). 

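In the TFCs-CpCs libraries, mbl, the gene muscleblind (FBgn0265487, chromosome 2R from 17216549 to 17379376), fell from 259 and 197 cRPKM at 1w to 47.6 and 55.3 cRPKM at 4w. Its log2 fold change was -2.43 (standard error 0.38, adjusted p = 0.0324 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Msp300 (FBgn0261836, chromosome 2L from 5100877 to 5207002) was read at 3.74 and 5.64 cRPKM at 1w and at 1.55 and 4.11 cRPKM at 4w. The ages overlapped, and its log2 fold change of -1.0 (standard error 0.51, adjusted p = 0.421 from the same test) was not called.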

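Actn (FBgn0000667, chromosome X from 2023822 to 2042311), 20.7% of whose exon bases also belong to another gene, had 390 and 489 cRPKM in the 1w libraries of TFCs-CpCs and 67.0 and 62.9 cRPKM in the 4w libraries. It was called, with a log2 fold change of -3.01 (standard error 0.37, adjusted p = 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nlg1 (FBgn0051146, chromosome 3R from 7658247 to 7694874) fell from 44.1 and 48.4 cRPKM to 1.98 and 0.11 cRPKM. Its log2 fold change was -5.68 (standard error 1.36), or -8.92 without the first 4w replicate, and its adjusted p of 0.11 from the same test lay just outside the threshold; it was called under 7 of the 9 alternatives set for the test. Clic (FBgn0030529, chromosome X from 13812971 to 13822307) rose from 75.7 and 111 cRPKM to 212 and 356 cRPKM, a log2 fold change of 1.34 (standard error 0.40, adjusted p = 0.171) that was not called. Pkd2 (FBgn0041195, chromosome 2L from 12398274 to 12402023) had too few reads to pass the filter and was not tested with it: 1 and 0 counts at 1w, and 194 and 2 counts at 4w. Its mean was at least 30.3-fold higher at 4w, but 1 of the 2 4w libraries was itself at the limit of detection, so that no rise is bounded in that library.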

Finally, the identification of genes encoding ion channels whose expression varied with age such as *Pkd2 (Polycystic kidney disease 2)* and *Clic (Chloride intracellular channel)*, together with genes involved in neural signalling and development or cytoskeleton organisation such as *Nlg1 (Neuroligin 1)* or *Actn (α actinin*; Supplementary Data 1), may indicate that TFCs-CpCs could be excitable and/or respond to ion fluxes, much as neurons or muscle cells do^42,43^.

Next, we studied AS events using vast-tools^22,44^. We quantified AS changes in five different categories, namely exon skipping and mutually exclusive exons (clustered under the “alternative exons” group), alternative splice acceptor and donor site choices, and retained introns (Fig. 2a). The comparison of 1w- *versus* 4w-old TFCs-CpCs identified 958 events corresponding to 673 genes, with an absolute differential percent splicing inclusion (dPSI)>15 (Supplementary Data 1). Young and aged samples showed a significantly different distribution of events involving exon usage (*P* < 0.008) and the retention of introns (*P* < 0.001; Fig. 2b). Thus, older samples exhibited a tendency to reduce the inclusion of alternative exons and to increase intron retention. Considering the multi-level regulation by intrinsic and extrinsic cellular factors of exon usage and intron retention^19^, our finding likely reflects a specific programme for mRNA splicing during TFCs-CpCs ageing.

**Fig. 2:**
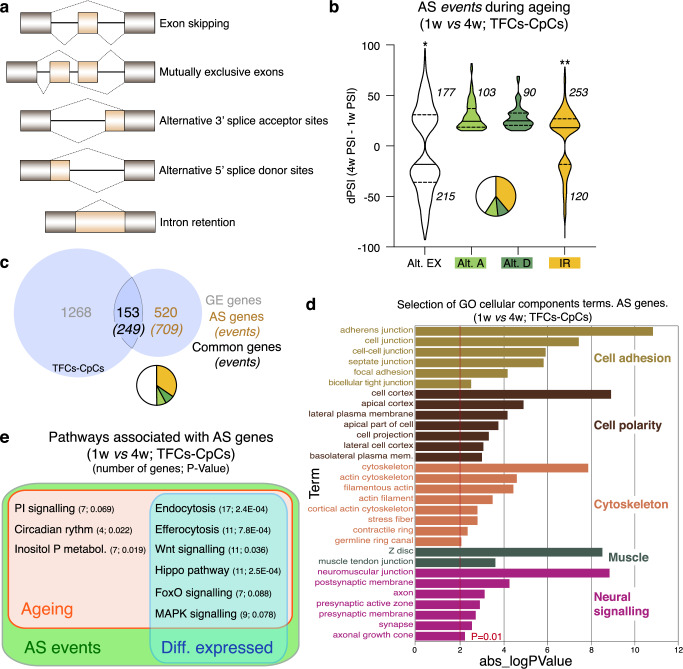
Alternative Splicing (AS) events during TFC-CpC ageing. **a** Scheme showing the different AS categories analysed in this study. **b** Graph showing the distribution of the 958 changes (affecting 673 genes) in AS events during TFC-CpC ageing identified in our studies (in this and the rest of figures, Alt. E: alternative exons refer to skipped and/or mutually exclusive exons; Alt. A or D: alternative acceptor or donor splice sites correspond to variations in 3’ and/or 5’ splice-site selections; IR: intron retentions; medians are shown as horizontal lines in the boxes; dotted lines represent first and third quartiles). Changes are represented as variations in percent splicing inclusion (dPSI=4w PSI – 1w PSI). Only events with an absolute dPSI>15 were considered. Data correspond to two biological replicates per time point. Statistically significant *P* values of the compare proportions test are shown for the Alt. EX and IR categories (*P = 0.008; **P = 0.001). **c** Diagram to indicate the number of genes showing changes in GE and in AS during TFCs-CpCs ageing. Pie charts represent the different AS categories. **d** Representation of a selection of terms identified in the GO-cellular components analysis. Of note, the “cell adhesion”, “cell polarity”, “cytoskeleton”, “muscle” and “neural signalling” categories are shared with the cellular components groups identified in the GE analysis. **e** Among the genes with changes in AS, we could identify components of nine pathways with a significant enrichment associated to the corresponding KEGG gene lists, all of which were related to ageing. Six of them also contained genes that were differentially expressed in aged TFCs-CpCs, as determined in our GE analysis. In this and the rest of the KEGG pathway analyses, *P* values were calculated using the Fisher’s Exact test. Pie charts indicate the proportion of the different AS categories in all the genes showing AS changes (**b**) or the genes displaying both GE and AS variations (**c**). Related to Supplementary Fig. 2 and Supplementary Data 1.

The examination of GE and AS events yielded a number of interesting observations. 

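The authors' table of AS events in TFCs-CpCs holds 958 events under 674 gene names, of which 645 matched a gene of the expression files and 644 were tested for GE. Of these 644 genes, 76 (11.8%) were called changed in GE with age, against 4.68% of the other tested genes (Fisher's exact test, two-sided, odds ratio 2.72, p = 4.52e-12). The shared genes were mostly down-regulated, with 70 lower and 6 higher at 4w. Because AS can be measured only in genes with enough reads, the overlap was also compared with 10000 random lists matched on mean expression, which shared 52.8 genes on average with the called genes (41 to 66 in the central 95% of lists, permutation test, p = 0.0012). The matching covered mean expression only. Muscle genes fell with age in these libraries (median log2 fold change -5.4), and a change in the mix of sorted cells could alter GE and AS together. Whether it accounts for the overlap was not tested. DESeq2's Wald test with no filter on low counts, an alternative chosen after the counts were seen, moved the overlap most, to 170 genes.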

First, 153 (22.7%) genes displaying differential GE also showed AS modifications during ageing (254 events, with a distribution of AS categories similar to the complete dataset; Chi-square test *P* > 0.05; Fig. 2b, c). This is in contrast to most comparative analyses of GE and AS, which have shown that the two layers mainly regulate non-overlapping genes (e.g. ref. ^45^). Second, in line with this overlap, the analysis of cellular components and biological processes GO terms corroborated that changes in GE and in AS affected common, essential categories. Thus, the cell adhesion, cell polarity, cytoskeleton, ion transport, muscle and neural signalling/development categories were also represented in the AS dataset (Figs. 1e, 2c, d; Supplementary Fig. 2a; Supplementary Data 1). Third, a KEGG pathway analysis of the genes affected by changes in AS in ageing cells identified nine cellular or signalling pathways, all of which are associated with ageing. Remarkably, we found that several genes associated to six of the above pathways were also differentially expressed during ageing in TFCs-CpCs (Fig. 2e; Supplementary Fig. 2b). Fourth, a Cumulative Distribution Function (CDF) analysis determined that the genes with differential AS tend to be more downregulated than the rest (Supplementary Fig. 2C, D; *P* < 0.0001). 

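Over the 644 tested genes with differential AS in TFCs-CpCs, the median log2 fold change in GE was -0.19, and over the other tested genes it was 0.05. Among 10000 random lists of the same size matched on mean expression, the median was -0.01, with a central 95% of -0.06 to 0.05, and none of the lists lay as low (permutation test, two-sided p = 0.0002, the smallest these lists can give). This describes these libraries, since genes are not replicates, and a change in the mix of sorted cells was not tested as its source. The shift depended on the first 4w replicate: without it the median was -0.02, equal to that of its matched lists (permutation test, p = 0.8943), while it reached -0.36 without the second 4w replicate. With cRPKM as deposited, which moves the whole distribution up, the AS genes had a median of 0.08 and the matched lists one of 0.25. From the shared genes and categories, the paper proposes that ageing of TFCs and CpCs requires transcriptional changes to be coordinated with differential splicing.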

In all, our results demonstrate that ageing of the TFC and CpC populations in the ovarian stem cell niche comprises not only significant variations in GE but also in AS. Because an overlapping collection of genes presented changes in both, we surmise that the ageing of TFCs and CpCs requires the coordination of transcriptional changes with specific differential splicing events that involve exon usage, intron retention events and the use of alternative acceptor and donor splice sites.

### EC ageing involves specific changes in GE and AS profiles

To determine whether the molecular events that characterised the ageing of TFCs-CPCs were general to all ovarian niche cells, we analysed in detail the transcriptome of ECs of different ages. We isolated 1w- and 4w-old ECs (Supplementary Fig. 3a) and confirmed by RNA-seq significant alterations in the patterns of gene expression and in their splicing programme with age. 

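ECs were sorted as GFP-positive cells from LexAop-mCD8::GFP; ptc-LexA ovaries, and 2 libraries from 1w-old and 2 from 4w-old females were made, counted and deposited in the same way as those of TFCs-CpCs. The reads counted on genes summed to 12078227 and 15042779 at 1w and to 16463313 and 16888122 at 4w. The same limit for a count of 0 applies at this lower depth. The replicates correlated across genes with a Pearson r of 0.911 at each age, over 10072 genes at 1w and 8675 genes at 4w. The test and its thresholds were those used for TFCs-CpCs, on the 10675 genes that passed the same filter among these 4 libraries.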

There were however striking differences with the TFCs-CpCs populations. First, the number of genes showing significant changes in GE was markedly smaller in ECs (72 down-regulated at 4w compared to 1w-old cells; 50 genes up-regulated; fold change <0.5 or >2; false discovery rate <10%). 

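In ECs, 11 genes were called changed with age, 1 up-regulated and 10 down-regulated at 4w, and 570 genes had an unadjusted p under 0.05. The alternative that moved this count most, DESeq2's Wald test with no filter on low counts, was chosen after the counts were seen and gave 133 genes (52 up-regulated, 81 down-regulated). With the replicate pair as a block, which follows the paper's statement that females of both ages were split from one batch in each replicate, 18 genes were called. The gene that rose, CG2233 (FBgn0029990, chromosome X from 8035741 to 8037517), went from 326 and 433 cRPKM to 2001 and 1208 cRPKM, a log2 fold change of 2.14 (standard error 0.32, adjusted p = 0.00633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest falls among called genes with a mean of at least 10 cRPKM at 1w were in Mlp60A and Zasp66, and in a gene listed as FBgn0004028, for which no name was matched and which fell from 110 and 63.8 cRPKM to 4.92 and 8.58 cRPKM (log2 fold change -3.59, standard error 0.50, adjusted p = 0.00625 from the same test).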

Second, we identified 769 AS events (corresponding to 639 genes; dPSI >15), which identified few GO cellular components terms associated to cell adhesion, cytoskeleton or nucleus. 

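Of the 639 gene names in the authors' table of AS events in ECs, 618 matched a gene of the expression files, and all 618 were tested for GE. None of the 11 genes called changed in GE with age was among them, where random lists matched on mean expression shared 0.941 genes on average (permutation test, p = 0.7295 for as large a departure). Fisher's exact test, two-sided (p = 1.00), could have shown an excess of shared genes but not a deficit, because 11 called genes are too few for that. The overlap was 1 gene with the replicate pair as a block and 6 genes with DESeq2's Wald test, where 1.479 and 6.88 were found in matched lists.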

While these numbers were comparable to those found in the TFCs-CpCs dataset, only 5 (0.8%) genes with variations in AS displayed differences also in GE. Third, it was young EC samples that were significantly biased towards intron retention events, in contrast to the TFCs-CpCs type, in which it was the old cells the ones that showed higher incidence of intron retention events. Since intron retention is a significant, controlled event in the regulation of gene expression and therefore in cell physiology^19^, the fact that ECs exhibit opposite patterns of IR events to TFCs-CpCs (older ECs have significantly fewer IR events than younger ones) strongly suggests cell type-specific ageing programmes in place (Fig. 3a–c, e). Altogether, these results indicate that EC ageing involves fewer changes in GE than TFCs-CpCs and that both GE and AS in ECs seem to affect different gene pools. This is confirmed by the fact that all the cellular or signalling pathways associated with AS events (KEGG analysis) did not include genes with GE variations and that the CDF analysis did not give significant differences between controls and genes with differential AS. 

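The median log2 fold change of the 618 AS genes in ECs was 0.14, against 0.10 in lists matched on mean expression (central 95% of 0.06 to 0.14, permutation test, two-sided p = 0.0674 from 10000 lists) and -0.04 in the other tested genes. It ranged from 0.05 to 0.21 when each library was left out in turn, and the matched lists moved with it: without the second 1w replicate, their median was 0.22. The AS genes are better expressed than the rest: 614 of the 618 passed a filter of a mean of at least 5 cRPKM, which 6772 of the 10675 genes passed. In the main fit the distance to all other genes was larger than the distance to genes of similar expression. This order did not hold in every fit. Without the first 1w replicate, the AS genes and the other genes both had a median of 0.05, and the matched lists one of 0.02.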

In fact, the only biological processes terms common to both GE and AS groups corresponded with muscle organization/development (Fig. 3d, Supplementary Fig. 3b–f; Supplementary Data 2).

**Fig. 3:**
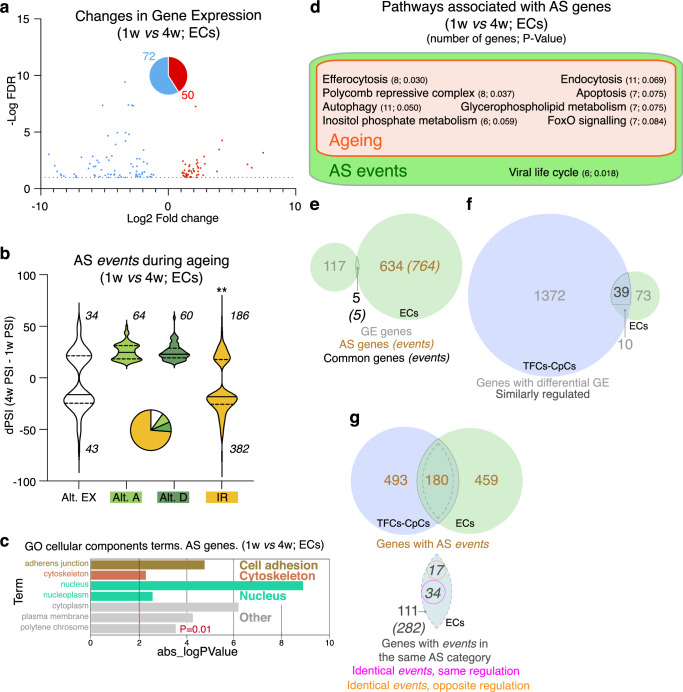
Differential GE and AS events during EC ageing. **a** Changes in GE—represented as log2 fold change 4 weeks/1 week *versus* the -log10 false discovery rate (FDR)—identified 50 genes upregulated (red) and 72 (blue) genes downregulated in 4-week old compared to 1-week old cells (linear fold change <0.5 or >2; FDR < 10%). **b** Distribution of the 769 changes (affecting 639 genes) in AS events during EC ageing. Changes are represented as variations in percent splicing inclusion (dPSI=4w PSI – 1w PSI). Only events with an absolute dPSI>15 were considered. Statistically significant *P* value of the compare proportions test is shown for the IR category (**P < 0.001). Pie chart represents the different AS categories. **c** Representation of a selection of the terms identified after a GO-cellular components terms analysis of AS genes. We could not identify any significant term after a similar analysis with the GE gene list (see Supplementary Data 2). **d** Among the genes with changes in AS, we could identify components of nine cellular or signalling pathways, eight of them related to ageing. None of the nine pathways contained genes that were differentially expressed in aged ECs, as determined in our GE analysis. **e** Diagram to indicate the number of genes showing changes in both GE and AS during EC ageing. The five overlapping genes are *CG44085*, *GstS1*, *MMP1*, *Pex1* and *Psa*. **f** Diagram representing the number of differentially expressed genes in the TFCs-CpCs and ECs datasets. Of the 49 genes common to all cell types, 39 exhibited the same GE variation (either up- or down-regulated). **g** Diagram representing the number of genes showing AS changes in TFCs-CpCs and ECs datasets. Of the 180 common genes, 111—corresponding to 282 events (in italics): share events in the same AS category. Of the 282 events, 51 are identical in both groups, 34 of them with the same change (either up- or down-represented; alternative 5’ and/or 3’ splice-site selections are included in this subgroup). Data correspond to two biological replicates per time point. Related to Supplementary Fig. 3, Supplementary Data 2 and Supplementary Data 4.

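In ECs, GstS1, Psa, CG44085 and Mmp1 did not pass the thresholds over the 10675 genes tested, and in each of these 4 genes both libraries of one age lay above both of the other. The log2 fold changes were 1.15 for GstS1 (FBgn0010226, standard error 0.27) and 1.27 for Psa (FBgn0261243, standard error 0.32), with adjusted p of 0.214 and 0.289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CG44085 (FBgn0264894) fell from 22.8 and 4.42 cRPKM to 2.49 and 2.88 cRPKM, a log2 fold change of -2.20 (standard error 0.66, adjusted p = 0.53 from the same test). For MMP1, listed as Mmp1 (FBgn0035049), the log2 fold change was -1.15 (standard error 0.32, adjusted p = 0.406). With the replicate pair as a block, GstS1 was called (adjusted p = 0.0466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range over the alternatives of 0.00177 to 0.36). All 4 genes were called with DESeq2's Wald test.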

Next, we sought to define the set of genes that presented similar behaviours during ageing in the different niche cell types. 

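Among the 8833 genes tested in both TFCs-CpCs and ECs, 465 were called changed with age in TFCs-CpCs and 11 in ECs. They shared 8 genes, against 0.579 expected by chance (Fisher's exact test, two-sided, p = 7.98e-09), and the 8 genes were down-regulated at 4w in both cell groups. They were Act57B, Mp20, FBgn0004028, bt, Prip, Zasp66, Mf and Mlp60A. Of these, Act57B, Mp20, bt, Mf and Mlp60A belong to a list of muscle genes written before the files were read. Fisher's test takes genes as independent, while a smaller share of muscle cells in the sort would lower such genes together. The p-value is therefore no measure of how many separate changes the cell groups share. The number of shared genes moved most with DESeq2's Wald test and no filter on low counts, chosen after the counts were seen, to 53 genes, of which 42 changed in the same direction.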

Of the 122 genes showing GE changes in ECs, 49 (41.6%) were also changed in TFCs-CpCs and, of these, 39 had the same expression profile (either up- or down-regulated). In the case of genes showing AS changes, of the 673 identified in TFCs-CpCs and the 639 in ECs, only 180 genes were common. Of these, 111 (corresponding to 282 events) showed AS variations in the same categories (exon usage, alternative splice acceptors and donors, and/or intron retention). Of the 282 AS events, 51 were identical, 34 of which were similarly regulated, and 17 had the opposite regulation (Fig. 3f, g; Supplementary Data 2). In all, we conclude that TFCs-CpCs and ECs present different ageing profiles in which a few, common genes change in both cell groups but with the vast majority of AS events being cell-type specific. 

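Whether an ageing effect differed between the cell groups was tested with an interaction term over the 8 ageing libraries. Of 11452 genes tested, 283 had a different effect, 110 more positive and 173 more negative in TFCs-CpCs than in ECs (edgeR's quasi-likelihood test, same thresholds), and 1579 had an unadjusted p under 0.05. The count moved most with DESeq2's Wald test without a filter on low counts, an alternative chosen after the counts were seen, to 983 genes. The balance of directions was then reversed, with 551 more positive and 432 more negative. It was also reversed with DESeq2's Wald test on the filtered genes (489 and 419). In the other alternatives more genes were more negative, as in the main test. Across the genes tested in both cell groups, the log2 fold changes with age had a Pearson correlation of 0.003; this is a correlation across genes, which are not independent replicates. From the small shared part and the larger cell-specific part of these changes, the paper concludes that TFCs-CpCs and ECs age in different ways.

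**Figure D1:**
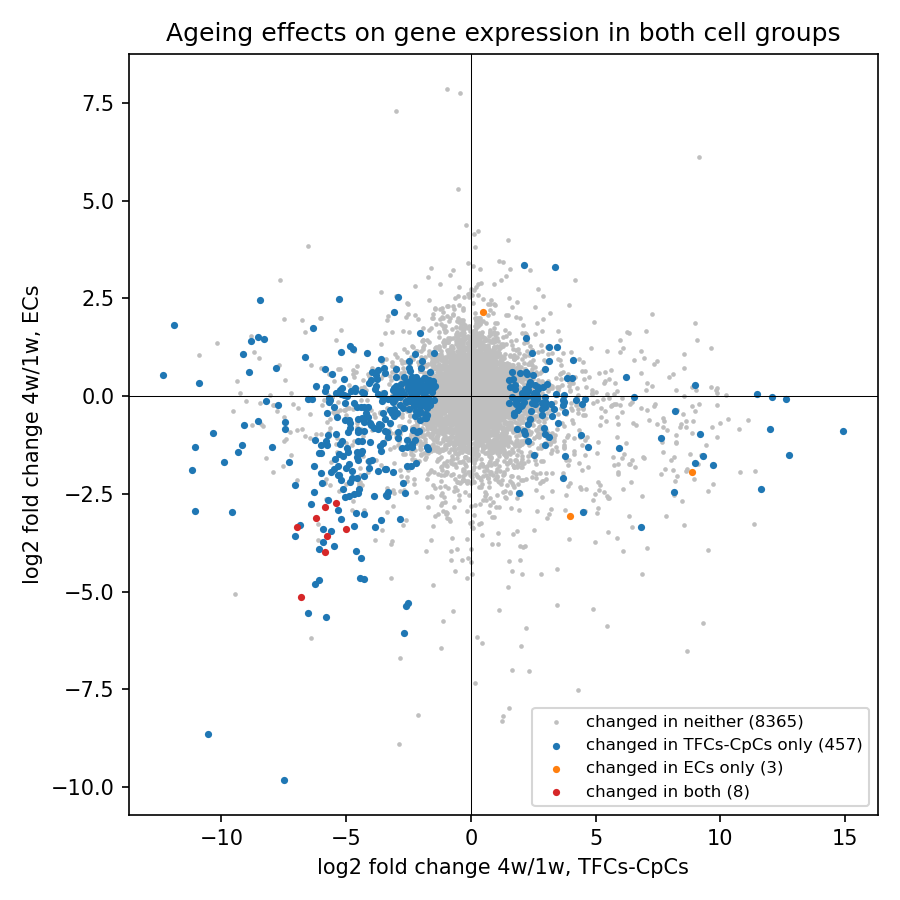
Log2 fold change of 4w over 1w in TFCs-CpCs (x axis) against the same in ECs (y axis) for the 8833 genes tested in both; each point is a gene, coloured by where it was called changed. The 8 genes called in both lie at negative values on both axes, 457 genes were called in TFCs-CpCs only and 3 in ECs only.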

Surprisingly, in spite of undergoing limited cell migration, cell replacement and of possessing a more complex morphology and genetic diversity than TFCs-CpCs (there are at least three subtypes of ECs defined by transcriptomic analyses)^31,46,47^, EC populations have a more stable transcriptome in terms of GE changes during ageing than TFCs-CpCs, at least in the first four weeks of adult life.

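Without a test, of 8134 genes with a mean of at least 1 cRPKM in TFCs-CpCs, 2266 differed at least 2-fold in mean cRPKM + 1 between the ages, 1423 of them higher at 4w, while 1061 differed as much between the 1w replicates and 2268 between the 4w replicates. Of 9511 genes in ECs, 1456 differed at least 2-fold between the ages, 2446 between the 1w replicates and 1958 between the 4w replicates. Between single libraries of different age, which carry the same noise as single replicates, 2448 to 2951 genes differed in TFCs-CpCs and 1915 to 2593 in ECs. In TFCs-CpCs each of these counts lay above those between replicates, and in ECs the 2 ranges overlapped.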

### *Smu1* splicing and expression are differentially regulated in ageing

Considering the changes in AS identified in TFCs-CpCs and ECs during ageing, we decided to first characterise and then manipulate the expression of the *Smu1* gene, a core component of the splicing machinery in *Drosophila* and itself subjected to differential GE and AS during ageing (see below). *Smu1* has three identified mRNA isoforms that share a common open reading frame (509 amino acids) but present different 5’ UTRs. They all contain four mini-introns, with sizes varying between 56 and 68 bases long (Fig. 4a). The analysis of *Smu1* AS events during ageing indicated that TFCs-CpCs presented a significant retention of the second intron, with a dPSI of 18.2% at 4 weeks (Fig. 4b; Supplementary Fig. 4). The retention of this mini-intron in the coding region of *Smu1*’s mature mRNA results in a premature termination codon within the LisH dimerising domain, a domain known to interact with Beag, RED in humans^48,49^. Since Smu1/RED interaction is needed for proper splicing of small introns, at least in human cells^50^, the retained intron in old Smu1 TFCs-CpCs may imply reduced levels of functional Smu1 and, as a consequence, a hindrance to small intron splicing in those cell types. In contrast, ECs did not display significant AS changes in the *Smu1* gene during the 4-week period analysed (Fig. 4b; Supplementary Fig. 4).

**Fig. 4:**
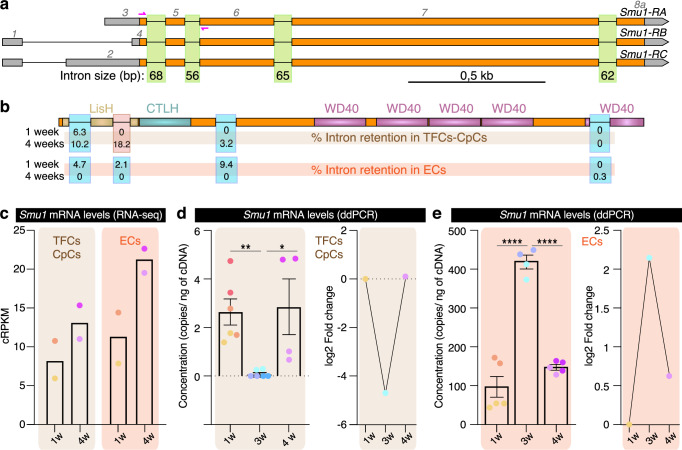
*Smu1* expression during ageing in niche cells. **a** Genomic organization of the *Smu1* gene. While the three isoforms share the same coding region, the 5’UTRs vary. **b** Protein domains found in Smu1 (LisH: LIS1 homology; CTLH: C-terminal to LisH; WD40: tryptophan-aspartic acid 40). In 4-week old TFCs and CpCs, the second intron is retained in 18.2% of the transcripts, compared to 0% in 1-week old cells. In the case of ECs, none of the four introns are retained above the dPSI>15% threshold. **c** Quantification of *Smu1* mRNA levels with RNA-seq in TFCs-CpCs and ECs, represented as cRPKM (corrected reads per kilobase of target transcript sequence per million of total reads;^77^). Quantification of *Smu1* mRNA levels with droplet digital PCR (ddPCR) in TFCs-CpCs (**d**) and ECs (**e**), represented as number of transcript copies per nanogram of cDNA and the log2 of the fold change in expression levels at 3- and 4-weeks with respect to 1-week levels. Data in (**b**, **c**) correspond to two biological replicates per time point. Following editorial guidelines, statistics such as error bars or *P* values cannot be derived from fewer than three values. Data in (**d**) correspond to two technical replicates of three (1- and 3-weeks) or two (4-weeks) biological replicates. Data in (**e**) correspond to two (3-weeks) or three (1- and 4-weeks) technical replicates of two biological replicates per time point. Same colour dots represent values of the same biological replicates. Error bars indicate SEM. *P* values of two-tailed, unpaired *t*-tests considered statistically significant between different samples are shown (* 3w *versus* 4w TFCs-CpCs: *P* = 0.0166, ** 1w *versus* 3w TFCs-CpCs: *P* = 0.0007, **** 1w *versus* 3w ECS: *P* = 3.83E−05, **** ECS 3w *versus* 4w: *P* = 8.07E−07). Related to Supplementary Fig. 4, Supplementary Data 1 and Supplementary Data 2.

Both cell groups (TFCs-CpCs and ECs) also showed distinctive patterns of *Smu1* gene expression during ageing, as determined by RNA-seq and by quantitative digital PCR. 

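Smu1 (FBgn0038666) lies on the minus strand of chromosome 3R from 18978980 to 18981324. In TFCs-CpCs its cRPKM was 4.83 and 10.5 at 1w and 15.5 and 12.6 at 4w, from 363, 928, 1361 and 798 counts. The log2 fold change was 0.64 (standard error 0.57, adjusted p = 0.711 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 0.23 and 1.22 when each library was left out in turn. In ECs its cRPKM was 14.5 and 7.85 at 1w and 22.6 and 19.6 at 4w, from 294, 199, 627 and 557 counts. The log2 fold change was 1.02 (standard error 0.56, adjusted p = 0.994 from the same test), between 0.73 and 1.40 with a library left out. In both cell groups the 4w libraries lay above the 1w libraries, by a difference that was not past the threshold on the adjusted p. The difference between the 2 ageing effects was -0.38 (adjusted p = 0.905 for the interaction term in the same kind of test).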

First, the amounts of *Smu1* mRNA in ECs ranged from ∼100 to ∼400 copies of *Smu1* mRNA/ng of cDNA and in TFCs-CpCs from ∼0 to ∼3. Second, while TFCs-CpCs expressed similar, low *Smu1* levels at 1- and 4-weeks, at 3-weeks it is almost undetectable. ECs, on the contrary, displayed the opposite profile, with a strong induction of *Smu1* expression at 3-weeks (Fig. 4c–e). These findings, coupled with the genome-wide RNA-seq analyses of GE and AS events, determine that the ageing process in various niche cell populations may exhibit some similarities, yet distinct variations in both GE and AS emerge during the ageing of specific niche cell types.

### *Smu1* acts in niche cells to regulate the GSC pool and cell morphology

Having determined that *Smu1* was expressed in niche cells, we next analysed whether it was required for niche function. First, we reduced *Smu1* mRNA levels in adult niche cells utilising a combination of the *tub-Gal80*^*ts*^ tool with several Gal4 drivers *(hedgehog (hh), patched (ptc)* or *bric-a-brac 1 (bab1))* and scored GSC numbers. Knocking down *Smu1* mRNA in TFCs + CpCs *(hh*^*ts*^*>Smu1 RNAi)*, in ECs *(ptc*^*ts*^*>Smu1 RNAi)* or simultaneously in the three cell types *(bab1*^*ts*^*>Smu1 RNAi + dicer)* resulted in fewer GSCs per niche (0.0001 < *P* < 0.05; Fig. 5a, b; Supplementary Fig. 5a–f). To confirm that the observed reduction in GSC numbers was due to *Smu1* mRNA depletion, we allowed the recovery of *Smu1* levels in *ptc*^*ts*^*>Smu1 RNAi* females by placing the flies at permissive temperature (18 °C) for the Gal80^ts^ protein for 1 week. This treatment (1 week at 29 °C upon eclosion followed by 1 week at 18 °C) rescued the drop in GSC numbers observed in *ptc*^*ts*^*>Smu1 RNAi* niches kept for 1 week at 29 °C (Supplementary Fig. 5g). Second, we quantified the number of CpCs in *Smu1*-depleted adult niches *(bab1*^*ts*^*>Smu1 RNAi)* and found a significant increase in CpC numbers compared to controls (4.95 CpCs/germarium on average in controls, *n* = 75; 6.22 CpCs/germarium in *bab1*^*ts*^*>Smu1 RNAi*, *n* = 54; *P* < 0.0001; Supplementary Fig. 6a). Importantly, in spite of this increase in CpC numbers, depletion of *Smu1* in adult niches induced GSC loss (see above). Subsequently, we lowered *Smu1* mRNA levels in ECs from adult females *(ptc*^*ts*^*>Smu1 RNAi)* and scored their numbers and cell volumes utilising a dedicated ImageJ macro described below. Control ovaries showed an average of 27.2 ECs/ germarium (*n* = 37) whereas *ptc*^*ts*^*>Smu1 RNAi* contained 34.2 (*n* = 12, *P* < 0.0001). Similarly, the average EC cell volume was 1.28 times larger in *ptc*^*ts*^*>Smu1 RNAi* (410 cells in 12 germaria analysed) compared with controls (1005 in 37, *P* < 0.005; Supplementary Fig. 6b, c). Third, we engineered two *Smu1* loss-of-function alleles *(Smu1*^*1*^ and *Smu1*^*2*^*)* that are lethal in trans to each other or in hemizygosity and that behave similarly in our phenotypic analyses. *Smu1*^*1*^ bears an 11-base pair deletion that generates a frame shift (early stop codon) mutation. The truncated Smu1^1^ protein only contains the first 22 original N-terminal amino acids followed by 6 ectopic ones. The *Smu1*^*2*^ allele contains a 12-base deletion that removes 4 amino acids (M24-K25-T26-L27) from the LISH domain but preserves the rest of the open reading frame (Fig. 5c). We generated mosaic niches containing *Smu1*^*1*^ mutant cells, including CpCs and ECs. While the number of cells forming the CpC rosette did not vary between control and mosaic niches, we found that mosaic niches contained fewer GSCs, in agreement with our results using *Smu1* RNAi (*P* < 0.05; Fig. 5d, e). The analysis of mosaic rosettes gave rise to another interesting observation, as mutant CpCs possessed a cell area 1.24 times larger than controls (*n* = 23 control cells, *n* = 42 *Smu1*^*1*^ cells, *P* < 0.005; Fig. 5f, g). With this in mind, we next used the MARCM technique to label control and *Smu1*^*1*^ ECs and to compare their cell volume. Mitotic recombination was induced at 3rd larval instar and at the white pupa stage. We determined that *Smu1*^*1*^ ECs were 1.82 times larger (*P* < 0.005) and—assuming that the MARCM labelling was equally effective in both genotypes—divided more frequently than controls, as the number of MARCM-labelled cells per germarium increased from 1.7 in controls to 2.5 in *Smu1*^*1*^ mutants (36 control ECs in 21 germaria analysed, 57 *Smu1*^*1*^ ECs in 23; Fig. 5h, i). Overall, the above results strongly suggest essential functions for *Smu1* in niche cells to control their proliferation and morphology and to maintain a stable GSC population. While how a core splicing factor affected cell proliferation and cell shape is unclear, the fact that decreasing *Smu1* in ECs (see below) induced GE or AS changes in genes known to participate in cytoskeleton dynamics (i.e., *dysc, Mlc2, Abi, a-spec, Klp31E, mim, scra, Unc-115a* or *Zasp66*), in the control and coordination of growth (*mav*) or in the activity of small GTPases (*RhoGAP102A, CG5521, Graf* or *ric*; Supplementary Data 3) may provide an explanation for the observed phenotypes.

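The GE part of these changes was measured in the control and Smu1 RNAi EC libraries. Apart from Mlc2, 13 of these genes were tested, and 11 of them had a positive log2 fold change in Smu1 RNAi ECs. Over all genes tested, 2 were called, and the same 2 when adjusted over the list alone. The gene dysc (FBgn0264006) rose from 6.44 and 5.84 cRPKM in controls to 13.0 and 11.1 cRPKM (log2 fold change 1.01, standard error 0.12, adjusted p = 7.99e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and RhoGAP102A (FBgn0259216) fell from 3.75 and 2.04 cRPKM to 0.84 and 1.07 cRPKM (log2 fold change -1.57, standard error 0.36, adjusted p = 0.0579). Both lay close to a threshold: neither was called with limma on log2(cRPKM + 1). Zasp66 had a log2 fold change of 0.72 (adjusted p = 0.0168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the 2-fold threshold. The log2 fold changes of the other 10 genes lay between -0.16 (mim) and 0.27 (mav), none of them called. For Abi, Klp31E, Ric, Unc-115a and scra, leaving out 1 library changed the direction.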

**Fig. 5:**
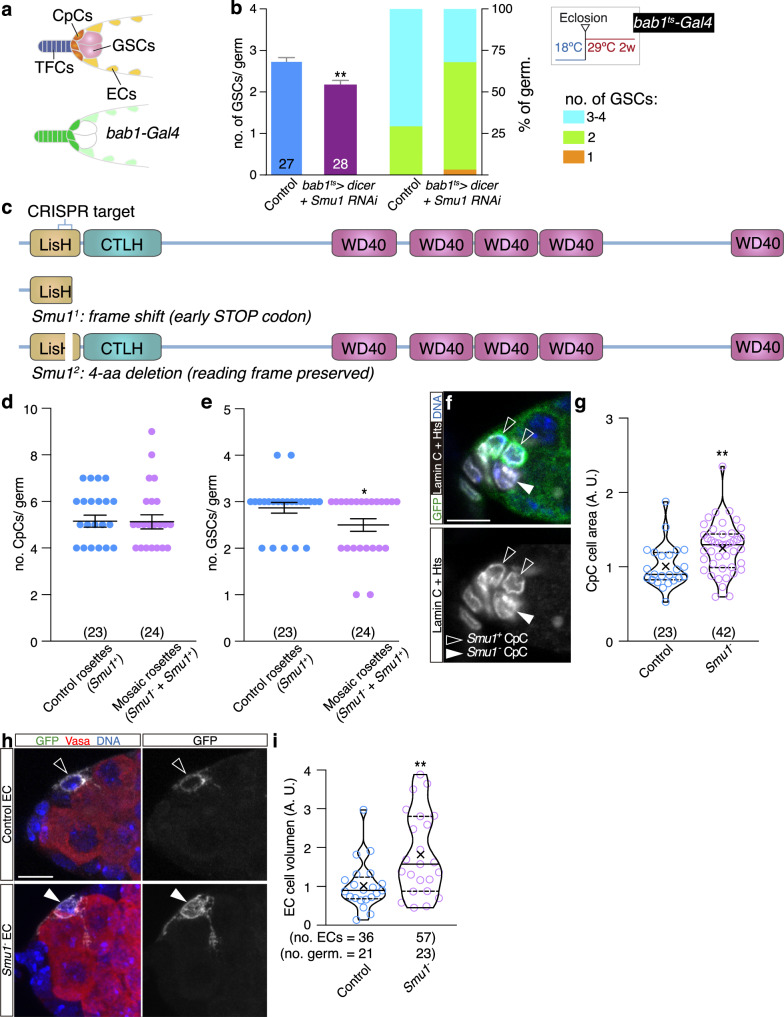
*Smu*1 is required in niche cells for GSC maintenance and for niche cell morphology. **a** The *bab1-Gal4* line is expressed strongly in TFCs-CpCs and weakly in ECs. **b** Quantification of GSC numbers and percentage of germaria containing 1, 2 or 3–4 GSCs in control and in *bab1*^*ts*^*>Smu1 RNAi + dicer* experimental germaria. Flies were grown at 18 °C and, upon eclosion, kept at 29 °C for two weeks prior to dissection. Numbers in the columns denote the sample size per genotype (*n*). Colour code for the number of GSCs found in germaria. **c** Scheme showing the different protein domains within Smu1, the target region for the CRIPSR editing and the molecular characterisation of the two *Smu1* alleles reported in this work. **d** The average number of CpCs found in control *(Smu1*^*+*^*)* and mosaic *(Smu1*^*+*^ + *Smu1*^*-*^*)* rosettes is not significantly different. **e** However, the average number of GSCs per germarium is lower in mosaic CpC rosettes. **d**, **e** The mean and SEM are represented. **f** The average cell area of *Smu1*^*-*^ CpCs is larger than that of control cells. Quantified in **g**. **h** The average cell volume of *Smu1*^*-*^ ECs is larger than that of control cells. Quantified in **i**. In addition to the individual values, violin plots also show the first and third quartiles, the median and the mean (X). Numbers in parenthesis indicate sample size per genotype (*n*). *P* values of two-tailed, unpaired *t*-tests considered statistically significant between different genotypes are shown (**e**: *P = 0.0428, **b**: **P = 0.0032, **g**: **P = 0.0048, **i**: **P = 0.0043). Scale bar: 10 μm. Related to Supplementary Figs. 5 and 6.

Finally, considering the marked increase in *Smu1* levels in 3w-old ECs, we overexpressed *Smu1* in ECs using the *ptc-Gal4* driver to try and mimic ageing conditions. In this condition, we could detect a significant decrease in the number of GSCs hosted within the niche (control, 2.28 GSCs/germ, *n* = 25; *ptc*^*ts*^*>Smu1*^*DP01419*^, 1.9 GSCs/germ, *n* = 30, *P* < 0.05; Supplementary Fig. 6d). Hence, *Smu1* overexpression in escort cells seems to recapitulate some aspects of niche ageing. Together with the loss-of-function experiments, the above findings recognise the regulation of *Smu1* as an essential factor for ovarian niche homeostasis.

### *Smu1* controls GE and AS in escort cells

With the idea of identifying potential Smu1 target genes, we utilised the *ptc*^*ts*^*>Smu1 RNAi* combination to deplete *Smu1* and looked at GE and AS events in ECs. We selected this specific cell type because *Smu1 mRNA* levels were significantly higher in ECs and because the impact of *Smu1* depletion on GSC maintenance was notably more severe in ECs compared to TFCs-CpCs (Fig. 4d, e; Supplementary Fig. 5b–f). We isolated ECs from control and *ptc*^*ts*^*>Smu1 RNAi* ovaries and conducted bulk RNA-seq on two biological replicates for each genotype. 

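The authors deposited read counts and cRPKM for 2 control and 2 Smu1 RNAi libraries, made as for the ageing ECs, from females kept at 29 °C for 2 weeks. The reads counted on genes summed to 15988320 and 14292744 in the control libraries and to 15798777 and 13465657 in the Smu1 RNAi libraries. The log2(cRPKM + 1) values of the replicates correlated across genes with a Pearson r of 0.988 (8204 genes) in controls and 0.985 (7959 genes) in Smu1 RNAi ECs. The biological coefficient of variation was 0.151, against 0.664 in the ageing ECs and 0.709 in the TFCs-CpCs. The same test and thresholds were applied to the 9933 genes with at least 10 counts in at least 2 of these 4 libraries, and fold changes are those of Smu1 RNAi over control.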

The efficiency of the RNAi tool was confirmed by the 5-fold reduction in *Smu1 mRNA* levels observed in experimental cells (Supplementary Data 3). 

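Smu1 had 26.4 and 23.6 cRPKM (711 and 569 counts) in control ECs and 4.17 and 5.51 cRPKM (111 and 125 counts) in Smu1 RNAi ECs, in which both libraries lay below both controls. Its log2 fold change was -2.34 (standard error 0.19, adjusted p = 6.43e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 5.06-fold reduction, and stayed between -2.56 and -2.12 when each library was left out in turn. With all 12 libraries of the study sharing one estimate of the spread, the log2 fold change was -2.30 and was not called. Of the exon bases of Smu1, 5.77% also belong to another gene.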

We identified 118 genes with GE changes (fold change <0.5 or >2; false discovery rate <10%) and 210 AS events corresponding to 189 genes (dPSI > 15). 

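In the Smu1 RNAi experiment, 110 genes were called changed in GE, 73 up-regulated and 37 down-regulated, and 1088 genes had an unadjusted p under 0.05. In the fit of all 12 libraries, in which the larger spread of the ageing libraries was shared, the count was 1 gene. The replicate number as a block moved the count the other way, to 259 genes, 109 up-regulated and 150 down-regulated. It is not known which of these libraries form a pair. Rises and falls were ranked among called genes with a mean of at least 10 cRPKM in the higher group and no overlap. The largest rises were in v, TM4SF and Def. Def (FBgn0010385) had 6 and 6 counts in controls and 57 and 489 counts in Smu1 RNAi ECs, a log2 fold change of 5.66 (standard error 0.97, adjusted p = 0.0112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 3.18 without the second Smu1 RNAi replicate. The gene v (FBgn0003965, chromosome X from 10923972 to 10925631), a marker carried by the RNAi transgene, rose from 0.65 and 0.67 cRPKM to 33.0 and 40.8 cRPKM (log2 fold change 5.83, standard error 0.25, adjusted p = 2.48e-07). The largest falls in this ranking besides Smu1 were in p24-2 and lncRNA:CR32368. Cyp4p2, which was called but is outside the ranking, had a fitted log2 fold change of -4.26. The lncRNA (FBgn0052368) fell from 43.7 and 43.0 cRPKM to 5.26 and 4.53 cRPKM (log2 fold change -3.10, standard error 0.30, adjusted p = 2.49e-04). For p24-2 (FBgn0053105) 99.5% of the exon bases also belong to another gene, so that its reads are uncertain; it fell from 28 and 21 counts to 1 and 0 counts and was at least 7.80-fold lower.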

The enriched GO cellular components and biological processes terms in the GE dataset identified representative changes related to membrane biology and proteostasis, whereas the AS genes grouped under cell adhesion, cell polarity, cytoskeleton and neural signalling/development (Fig. 6a–d; Supplementary Fig. 7a, b). The KEGG analysis of the AS events yielded two pathways, endocytosis and efferocytosis, represented with 7 and 5 genes, respectively, none of which showed differential GE in *ptc*^*ts*^*>Smu1 RNAi* ECs. In fact, only 3 genes (*CG13937*, *Scaf* and *TM4SF*) were common to both GE and AS datasets (Fig. 6e, f; Supplementary Fig. 7c). 

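All 3 genes were up-regulated in Smu1 RNAi ECs, in which both libraries lay above both controls. TM4SF (FBgn0020372, chromosome 2R from 23878197 to 23880860) rose from 4.22 and 5.26 cRPKM to 229 and 248 cRPKM, a log2 fold change of 5.69 (standard error 0.14, adjusted p = 1.54e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene listed as scaf (FBgn0033033, chromosome 2R from 5676750 to 5691723) rose from 4.55 and 2.05 cRPKM to 18.1 and 15.9 cRPKM, a log2 fold change of 2.38 (standard error 0.28, adjusted p = 8.09e-04). CG13937 (FBgn0035287, chromosome 3L from 1876551 to 1883041) rose from 14.8 and 13.5 cRPKM to 35.9 and 33.7 cRPKM, a log2 fold change of 1.33 (standard error 0.14, adjusted p = 3.58e-04).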

Finally, comparing the transcriptome of *Smu1*-depleted ECs with that of aged ECs revealed that decreasing swiftly *Smu1 mRNA* levels in ECs did not recapitulate extensively molecular aspects of EC ageing. We could only find 5 genes (out of the 118 differentially expressed in *Smu1*-depleted ECs) in common with the aged EC dataset (*CG40485, dpr17, TM4SF, Cyp4p2* and *Mlc2*; the former three were up-regulated in both aged and *Smu1 RNAi* conditions whereas the latter two showed opposite regulation). 

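The 5 genes were all called in Smu1 RNAi ECs, and none was called with age in ECs over all genes tested; adjusted over the list alone, all 5 were called in both comparisons, which is not independent evidence because the study chose the list on these samples. CG40485 (FBgn0069973) had a log2 fold change of 3.10 by Smu1 RNAi (standard error 0.31, adjusted p = 3.05e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in ageing ECs went from 2 and 1 counts to 192 and 69 counts, at least 35.2-fold higher at 4w. The gene dpr17 (FBgn0051361) rose by 1.37 on the log2 scale with Smu1 RNAi and by 1.23 with age, with adjusted p of 7.24e-05 and 0.406 from the same test. With age, TM4SF rose by 1.60 (standard error 0.41, adjusted p = 0.307). Cyp4p2 (FBgn0033395) fell from 48 and 39 counts to 1 and 3 counts with Smu1 RNAi, at least 13.9-fold lower, and rose with age from 35.1 and 28.6 cRPKM to 67.7 and 67.9 cRPKM (log2 fold change 1.17, adjusted p = 0.518). Mlc2 (FBgn0002773) had a log2 fold change of 1.93 with Smu1 RNAi (standard error 0.17, adjusted p = 9.06e-05) and of -1.86 with age (standard error 0.48, adjusted p = 0.326).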

In the case of genes showing AS changes, of the 639 identified in aged ECs and of the 189 found in *Smu1 RNAi* ECs, 53 genes were common. 35 of the latter showed AS events in the same category in both datasets (65 events), 12 of which were the same event, 8 similarly regulated (Fig. 6g, h). The CDF analysis did not give significant differences between controls and genes showing differential AS (Supplementary Fig. 7D, E). 

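Of the 9534 genes tested in both EC comparisons, 104 were called with Smu1 RNAi and 11 with age, and no gene was called in both, where chance gives 0.12. The largest overlap among the alternatives was 8 genes, without the filter on low counts, of which 1 changed in the same direction in both comparisons. DESeq2's Wald test gave 5 genes, 4 of them in the same direction. With the replicate number as a block there were 5 genes, 0 of them in the same direction. The direction of the shared genes thus depended on the test. The 116 genes of the authors' list of genes changed by Smu1 RNAi were also followed in the ageing libraries. Of these, 108 were tested, and 50 (46.3%) had the direction in ageing that they had in the RNAi experiment. From the few genes common to the 2 datasets, the paper concludes that ageing of ECs and the loss of Smu1 activity in them have largely separate molecular signatures.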

We conclude that the molecular signatures behind EC ageing and the decrease in *Smu1* activity within ECs show limited overlap.

**Fig. 6:**
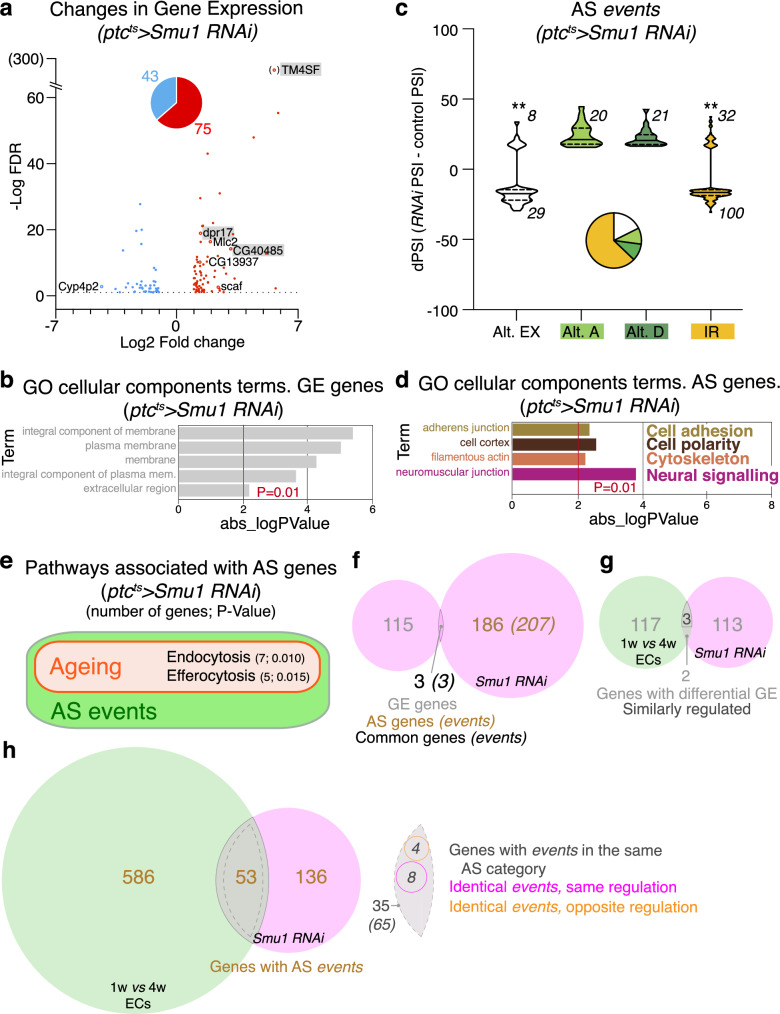
Differential GE and AS events in *Smu1*-depleted escort cells. **a** Changes—represented as log2 fold change of *ptc*^*ts*^*>Smu1 RNAi/*control *versus* the -log10 FDR—in GE identified 75 genes upregulated and 43 genes downregulated in *Smu1 RNAi* compared to controls (linear fold change <0.5 or >2; FDR < 10%). **b** Terms identified after a GO-cellular components analysis of GE changes. **c** Distribution of the 210 changes in AS events in *Smu1 RNAi* compared to controls. Changes are represented as variations in percent splicing inclusion (dPSI = 4w PSI – 1w PSI). Only events with an absolute dPSI>15 were considered. Statistically significant *P* values of the compare proportions test are shown (**P < 0.001). Pie chart represents the different AS categories. **d** Terms identified after a GO-cellular components analysis of AS genes. **e** Among the genes with changes in AS, genes associated to two pathways previously shown to be related to ageing, endocytosis and efferocytosis showed significant enrichment. None of the twelve genes associated to the latter pathways were differentially expressed in *ptc*^*ts*^*>Smu1 RNAi* ECs. **f** Three genes showed changes in both GE and AS in *ptc*^*ts*^*>Smu1 RNAi* ECs (*CG13937*, *TM4SF* and *Scaf)*. **g** Diagram representing the number of differentially expressed genes in *ptc*^*ts*^*>Smu1 RNAi* and 1w *versus* 4w ECs datasets. Of the 5 genes common to both, 3 showed the same GE variation (either up- or down-regulated). **h** Diagram to indicate the number of genes showing AS changes in *ptc*^*ts*^*>Smu1 RNAi* and 1w *versus* 4w ECs datasets. Of the 53 common genes, 35 (corresponding to 65 events; in italics) share events in the same AS category (Alt EX, Alt A, Alt D or IR). Of the 65 events, 12 (each one corresponding to one gene) are identical in both groups, 8 of them with the same kind of dPSI variation (i.e., a positive or a negative dPSI; the 8 events are 3 Alt EX, 1 Alt D and 4 IR) and 4 with opposite variation (1 Alt EX and 3 IR). Data correspond to two biological replicates per genotype. Related to Supplementary Fig. 7, Supplementary Data 3 and Supplementary Data 4.

### Fas2 is essential for niche functioning and its localization reveals CpC polarity

An example of the concurrence of GE and AS changes during ageing is the *Fasciclin 2* gene, the *Drosophila* orthologue of human NCAM-1 and -2. Although best known for its role in neural synapsis, *Fas2* is also expressed in the ovary^39–41^. *Fas2* transcription gives rise to seven different mRNAs (FlyBase r6.49; *Fas2-RA, RB, RC, RD, RF, RG*, and *RH*) that generate seven different protein isoforms, four of which—containing exons 10 to 13 and known as the Fas2 neural isoforms—are recognised by the 1D4 monoclonal antibody: PA, PD, PF and PG (Fig. 7a; Fas2-PH also contains exon 10, so it may as well be recognised by 1D4, but this remains to be determined)^48,51^. According to our RNA-seq data, *Fas2* is differentially expressed and alternatively spliced during ageing in TFCs-CpCs. Thus, in 1-week old cells, exon 4-containing isoform *RF* constituted 38.2% of transcripts including exons 3 and 5 (i.e., all of the Fas2 isoforms), while *RA* represented 41.6% of all isoforms containing exons 10 and 13. In contrast, the proportion of *RF* and *RA* transcripts changed significantly in 4-week old cells, as *RF* represented 6.9% of all transcripts and *RA* 8.1% of the mRNAs containing exons 10 and 13 (Fig. 7a; Supplementary Fig. 8). In addition to these changes in AS, *Fas2* transcription at 4 weeks was upregulated ∼4-fold compared to 1w cells (Fig. 7b).

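The ratio of the mean cRPKM of Fas2 at 4w to that at 1w was 3.87. The second 4w replicate, at 645 cRPKM, lay well above the first, at 234 cRPKM, and the 1w replicates were at 98.3 and 128 cRPKM.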

**Fig. 7:**
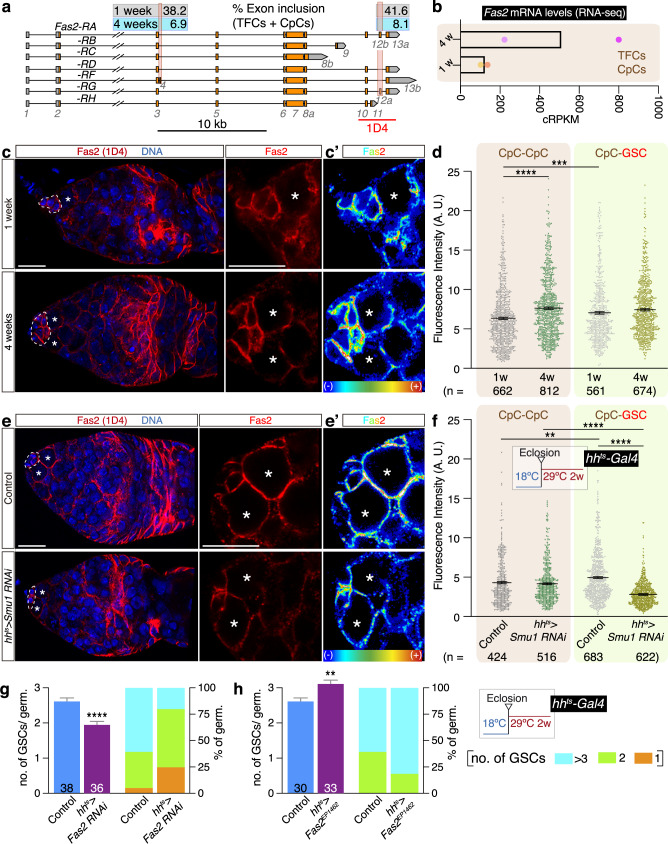
An essential function for *Fas2* in the GSC niche during ageing. The polarized localization of Fas2 in CpCs depends on age and *Smu1.* **a** Genomic organization of the *Fas2* gene. Percentage of exon inclusion of exons 4 and 12a is shown for 1-week and 4-week old TFCs + CpCs. **b** Quantification of *Fas2* mRNA levels with RNA-seq in TFCs + CpCs, represented as cRPKM (corrected reads per kilobase of target transcript sequence per million of total reads). Data correspond to two technical replicates of two biological replicates per time point. Following editorial guidelines, statistics such as error bars or *P* values cannot be derived from fewer than three values. **c** Germaria showing the distribution of Fas2 (isoforms **a**, **d**, **f**, **g** and **h**, as detected with the 1D4 monoclonal antibody; red) and DNA (blue) in 1- and 4-week old germaria. **d** Quantification of Fas2 fluorescence intensity of CpC-CpC and CpC-GSC contacts in 1- and 4-week old samples. **e** Distribution of neural Fas2 isoforms in control and *hh*^*ts*^*>Smu1 RNAi* CpCs. (c’ and e’) are false-coloured images representing Fas2 signal intensity. **f** Quantification of Fas2 fluorescence intensity of CpC-CpC and CpC-GSC contacts in control and *hh*^*ts*^*>Smu1 RNAi* CpCs. **g** Quantification of GSC numbers and percentage of germaria containing 1, 2 or 3-4 GSCs in control and in *hh*^*ts*^*>Fas2 RNAi* experimental germaria. **h** Quantification of GSC numbers and percentage of germaria containing 1, 2 or >3 GSCs in control and in *hh*^*ts*^*>Fas2*^*EP1462*^ experimental germaria. In the *RNAi* and *Fas2* overexpression experiments, flies were grown at 18 °C and placed at 29 °C for two weeks prior to dissection. Error bars indicate SEM. Data in (d, f) correspond to measurements obtained from 70<contacts<136 in 21<germaria<34 (*n* reflects the number of measurements taken for each condition). *P* values of two-tailed, unpaired *t*-tests considered statistically significant between different genotypes are shown (**f**: **P = 0.00059, **h**: **P = 0.00469, **d**: ***P = 0.000296, **d**: ****P = 1.9776E−010, **f** RNAi *versus* RNAi: ****P = 9.3931E−28, **f** control *versus* RNAi: ****P = 9.66E−50, **g**: ****P = 0.000091). Scale bar: 10 μm. Related to Supplementary Figs. 8 and 9 and Supplementary Data 1.

Using the anti-Fas2 1D4 monoclonal antibody, we established that Fas2 was localised to the membrane of CpCs, ECs and follicle cells and their precursors in the germarium (Fig. 7c). In order to test whether the changes in *Fas2* GE and AS during ageing had any consequences for Fas2 membrane localisation in the GSC niche, we utilised the 1D4 monoclonal antibody to quantify neural Fas2 isoform levels in CpCs from 1w- and 4w-old niches. First, we determined that 1w-old CpCs showed polarized localization of Fas2, as CpC-CpC boundaries possessed significantly lower neural Fas2 amounts than CpC-GSC contacts (*P* < 0.0005; Fig. 7c, d). We further established that CpCs exhibited cell membrane asymmetries by looking at the distribution of polarity markers such as α-Spectrin and Discs large (Dlg), which themselves accumulated differently in CpC-CpC and CpC-GSC contacts (0.0001 < *P* < 0.005; Supplementary Fig. 9a–d). Second, we confirmed that, while CpC-GSC contacts did not show significant differences in 1D4 signal between young and old niches, CpC-CpC boundaries contained significantly higher amounts of neural Fas2 in 4w-old samples (*P* < 0.0001; Fig. 7c, d). From these results we conclude that the increase in *Fas2* transcription in TFCs-CpCs during ageing is reflected in a surge of Fas2 neural isoforms in CpC-CpC contacts specifically, pointing to an age-dependent polarized distribution of Fas2 isoforms in CpCs.

Importantly for this work, it was reported that Smu1/Beag-mediated *Fas2* alternative splicing procured a critical function in larval neuromuscular synapses. Smu1 and Beag are conserved components of the *Drosophila* spliceosome^52^ and a reduction of either in neuromuscular junctions resulted in a change in the distribution of Fas2 neural isoforms and in fewer and larger synaptic boutons^48^. Thus, synaptic morphology and function depended on the correct splicing of the *Fas2* gene. To test if *Smu1* activity in the niche could affect Fas2 localization in CpCs, we analysed 1D4 distribution in *Smu1*-depleted CpCs *(hh*^*ts*^*>Smu1 RNAi)* and found that the accumulation of neural Fas2 in CpC-GSC boundaries was reduced compared to controls (*P* < 0.0001). However, the localization of 1D4 to CpC-CpC contacts was not affected by the decrease in *Smu1* levels (Fig. 7e, f). Of interest, *hh*^*ts*^*>Smu1 RNAi* CpCs compromised neither α-Spectrin nor Dlg distribution (Supplementary Fig. 9b, d), demonstrating that *Smu1* activity specifically disturbed neural Fas2 accumulation and that it did not affect the overall polarization of these niche cells. Therefore, we surmise that *Smu1* function in CpCs might affect *Fas2* splicing and thus the polarized distribution of some of the isoforms.

Finally, we tested whether Fas2 was required for proper niche functioning. We first decreased *Fas2* levels using RNA interference (*hh*^*ts*^*>Fas2 RNAi*) in CpCs and found a significant reduction in GSC numbers in experimental niches (*P* < 0.0001; Fig. 7g). Second, we made use of the EP1462 line to overexpress *Fas2* in CpCs and quantify GSCs. We found a significant increase in GSC numbers upon *Fas2* overexpression (control, 2.63 GSCs/germ, *n* = 30; *hh*^*ts*^*>Fas*^*EP1462*^: 3.12 GSCs/germ, *n* = 33; *P* = 0.0047; Fig. 7h). While this is a somehow unexpected result (the observed rise in *Fas2* levels in 4w-old CpCs correlates with GSC loss), the interpretation of the gain in GSC numbers in *hh*^*ts*^*>Fas*^*EP1462*^ is complex, as with the EP line we allegedly induced expression of all *Fas2* isoforms and this may be different to the real scenario in aged cells, in which isoform expression is heterogeneous. As a control for *Fas2* overexpression, we confirmed that Fas2 levels were augmented in *hh*^*ts*^*>Fas*^*EP1462*^ (Supplementary Fig. 9e). Hence, while the extent to which the enrichment of neural Fas2 in CpC-CpC boundaries in 4w-old germaria influences GSC loss remains unclear, our results directly imply Fas2 in the maintenance of the GSC pool.

## Discussion

We find a number of transcriptomic changes during the ageing of somatic support cells of the ovarian germline niche. These include not only fluctuations in gene expression but also in the patterns of alternative splicing, including exon usage, alternative splicing sites and intron retention events. The alterations observed in GE and AS primarily show cell-type specificity, given the distinct molecular signatures associated with the ageing of TFCs-CpCs and of ECs. While this might imply specific ageing programmes, some events are common to all cell types. For instance, 39 differentially expressed genes (out of a total of 122; 31.9%) in aged ECs show a similar variation in TFCs-CpCs and most of these are related to cytoskeleton remodelling, cell shape and muscle organization. 

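The direction of the authors' EC ageing genes was followed in the TFCs-CpCs libraries. Of their 122 genes, 110 were tested in TFCs-CpCs, and 69 (62.7%) changed in the direction they had in ECs, whether or not they passed a threshold. In the other direction, 700 of the 1348 tested genes of the authors' TFCs-CpCs list (51.9%) changed the same way in ECs.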

In the case of AS the situation is even more restricted, as we could identify only 33 identical events (corresponding to 28 genes out of 639; 4.38%) happening in both cell types during ageing, again with an enrichment of genes involved in cytoskeleton and muscle activity.

In addition to muscle development, organization and activity, the functions of the genes falling within the muscle category in these cell types also relate to actin dynamics and to cell shape, as some of them bind or colocalize with actin (i.e., *Mlp60A, Mp20, Zasp66, Tm1* or *Vinc*) or code for different actins (such as *Act57B*). 

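In TFCs-CpCs the 6 genes were all lower in both 4w libraries than in both 1w libraries, and 4 were called. In ECs 4 were called, all lower at 4w. Adjusted over the list alone, 6 were called in TFCs-CpCs and 4 in ECs, a count that is not independent evidence because the study named the genes from these samples. Act57B (FBgn0000044, chromosome 2R from 20944021 to 20946431), whose reads can be shared with those of other, near-identical actin genes, fell from 11798 and 12982 cRPKM to 143 and 92.0 cRPKM in TFCs-CpCs (log2 fold change -6.97, standard error 0.59, adjusted p = 0.00803 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 139 and 39.4 cRPKM to 11.5 and 4.38 cRPKM in ECs (log2 fold change -3.36, standard error 0.59, adjusted p = 0.029). The log2 fold changes of Mlp60A (FBgn0259209) were -6.81 in TFCs-CpCs and -5.13 in ECs, those of Mp20 (FBgn0002789) -5.87 and -2.84, and those of Zasp66 (FBgn0035917) -5.86 and -3.99, each of them called. Tm1 (FBgn0003721) and Vinc (FBgn0004397) changed by -1.53 and -1.34 in TFCs-CpCs, with adjusted p of 0.122 and 0.124 from the same test. In ECs, Vinc changed by -0.69 and Tm1 by 0.04, both with an adjusted p of 0.999. The sign of Tm1 in ECs is not settled: it was -0.06 when only genes with a mean of at least 5 cRPKM were kept and -0.07 without the first 4w replicate.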

Since the loss during ageing of actin cytoskeleton organization and dynamics is well documented^53^, we suggest that the common, changing molecular processes identified in aged niche cells may affect niche stiffness, intercellular communication—one of the general hallmarks of ageing—and/or niche cell morphology, factors directly implicated in effective niche-stem cell signalling and that can be altered during ageing^2,54,55^. A gradual decline in the efficiency of intercellular communication may explain the observed decrease of GSC numbers in 4-week old ovaries, as niche cell-GSC interaction relies on cellular projections sent by GSCs, CpCs and ECs^56–58^. Of interest, other stem cell systems also utilise thin cellular projections for communication such as the male germline niche or the lymph gland in *Drosophila*^59,60^ and nanotubes have been implicated in cancer stem cell niche formation^61^. It would be interesting to study if intercellular communication mediated by thin cellular projections in these systems is also affected by ageing.

A recurrent category detected in our analyses is that of neural signalling/development. The GO terms comprised in this group include those related to axonal growth and projections, synapse assembly, signalling and nervous system development and morphogenesis. While the presence of cellular projections in cap cells and escort cells might explain some of the identified categories, our findings strongly suggest that the ovarian niche cells share some similarities with neural cells. Additional validation of our results comes from published transcriptomic analyses by bulk and single-cell RNA-seq, which report expression of genes associated to nervous system development, neural activity genes, axon growth and synaptic target transmission in GSC niche cells^41,46,62^. The presence of ion channel components and calcium signalling in niche cells corroborates this view and strengthens previous findings demonstrating that escort cells receive the neurotransmitter octopamine to promote GSC proliferation after mating in the female ovarian niche^63^. Further investigation is needed to understand how the expression of voltage-activated ion channels, ion transport systems and calcium-signalling components is regulated in non-innervated cells such as the TFCs-CpCs, and how they influence niche function.

Considering the complex morphology of adult ECs, their dynamic cellular protrusions that extend between the germline cells, that they undergo limited replenishment and the fact that there are at least three different populations of ECs described in the germarium^31,41,64^, the number of genes whose transcription was altered with age in ECs is unexpectedly low, as we detected only 122 genes with altered expression. This is in stark contrast to the TFCs-CpCs results, which identified 1400+ genes with GE changes. Since both groups present a similar transcriptomic complexity —our RNA-seq analyses identified 10,400+ genes in TFCs-CpCs and 12,000+ in ECs—one explanation for the above finding is that both cell groups present different sensitivity to local and/or systemic variations such as ageing, with TFCs-CpCs exhibiting a particularly refined regulation of transcription. 

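Genes with a cRPKM above 0 in at least 1 library numbered 12608 in the TFCs-CpCs ageing experiment and 13379 in the EC ageing experiment, and 13521 in the Smu1 RNAi experiment. Counting only genes above 0 in every library moved the TFCs-CpCs number most, to 8354, and that of ECs to 10049. In single libraries, 9894 to 11503 genes were above 0 in TFCs-CpCs and 11544 to 12685 in the ageing ECs.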

Leveraging the known function of cap cells in the production of niche signals including Hedgehog, Dpp (the fly BMP2/4 homologue), Unpaired (a Jack/STAT ligand) or Wnt, and their dependence on general conditions such as nutrition^65,66^, our results suggest these cells display high transcriptional dynamics, enabling them to adapt promptly to subtle changes in their physiological context. Alternatively or in addition, ECs may be under selective pressure to limit their variability during ageing, as significant transcriptional alterations could potentially have severe implications for initial germline differentiation, which takes place in close contact with ECs and may require more stringent physical restrictions. Thus, the fact that there are only 122 genes represented in the GE group in ECs is an indication of their robustness. A third possibility may imply that EC populations—which, contrary to TFCs and CpCs, are replenished during adult life—age at a different rate than TFCs-CpCs, as shown for other cell types in *Drosophila* adults^67^. In our model, transcription can be finely regulated, as there are feedback loops that correct for variations in transcription and they are in place in ECs because of their importance. Changes in AS, on the other hand, may represent a more terminal phenotype that cannot be as efficiently buffered by feedback loops, even though some splicing genes are themselves subjected to alternative splicing (i.e., *mbl* or *Smu1*). Thus, the similar numbers of AS events in aged TFCs-CpCs and ECs may reflect cell-type specific impairment of the co-transcriptional mechanisms governing pre-mRNA processing, as alternative splicing decisions are made co-transcriptionally, coupled to transcription elongation^68^. Importantly, an increase of the average transcriptional elongation speed and changes in splicing are common ageing features across different organisms, including fruit flies^28^.

Smu1 and its partner Beag (RED in humans) are general splicing factors in humans and in flies. Recently, Smu1 and RED have been also reported as alternative splicing regulators, primarily involved in the efficient processing of short introns by relieving steric constrains posed by short 5′-3′ intron distances^48,50^. Our finding that *Smu1* expression is regulated during ageing suggests that general splicing and/or alternative splicing changes with age in the ovarian niche cells. In fact, we demonstrate that GE and AS of alternative splicing factors varies during ageing, adding further evidence of a role for AS during stem cell niche ageing. 

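For the genes bru1, bru2, CG11360, bru3 and mbl, GE in TFCs-CpCs at the 2 ages was as follows. In each of them, both libraries of one age lay above both of the other. Of the 5 genes, bru2, bru3 and mbl were called. The gene bru3 (FBgn0264001, chromosome 3L from 13521907 to 13803400) fell from 198 and 220.5 cRPKM to 4.67 and 8.16 cRPKM, a log2 fold change of -5.30 (standard error 0.45, adjusted p = 0.00803 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene bru2 (FBgn0262475, chromosome 2L from 12344219 to 12397528) rose from 4.24 and 8.16 cRPKM to 22.7 and 45.7 cRPKM, a log2 fold change of 2.20 (standard error 0.49, adjusted p = 0.0944), and was not called at an adjusted p under 0.05. The gene bru1 (FBgn0000114) was at 13.6 and 62.4 cRPKM at 1w and at 9.37 and 1.35 cRPKM at 4w, a log2 fold change of -3.01 (standard error 1.12, adjusted p = 0.252). CG11360 (FBgn0039920) fell from 10.3 and 8.43 cRPKM to 4.92 and 3.86 cRPKM, a log2 fold change of -1.35 (standard error 0.41, adjusted p = 0.179).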

We have identified 15 splicing factors that show changes in either GE (*bru1, bru2* and *CG11360*), in AS (*Doa, CG4119, CG4896, mub, ps, Psi, Saf-B, Sxl* and *tra2*) or in both (*Smu1, bru3* and *mbl*) in TFCs-CpCs during ageing. Moreover, our *Smu1* knockdown analysis in ECs identified 118 genes with GE changes and 189 genes (corresponding to 210 events) with differential AS. Interestingly, among those we could not find *Fas2*, a known target of Smu1/Beag splicing activity in larval neuromuscular junctions^48^, indicating that *Smu1*-mediated AS is cell specific. 

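In GE, Fas2 was at 296 and 275 cRPKM in control ECs and at 309 and 286 cRPKM in Smu1 RNAi ECs. Its log2 fold change was 0.09 (standard error 0.12, adjusted p = 0.833 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 2 groups overlapped. In ageing ECs it was 0.59 (standard error 0.28, adjusted p = 0.927).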

Finally, while removing *Smu1* function from CpCs or ECs causes GSC loss and an increase in cell size, indicating that *Smu1*-dependent splicing has an essential function during ovarian niche homeostasis, its role during ageing is unclear, as decreasing *Smu1* levels in ECs does not elicit significant molecular prints of ageing.

We set out to determine if ageing impacts alternative splicing within the support cell populations of a well-defined stem cell niche. We have unveiled that ageing affects both gene expression and the occurrence of AS events in a cell-type-manner. Moreover, a significant proportion of genes within TFCs-CpCs orchestrate concurrent changes in GE and AS. While acknowledging that ageing can disrupt transcription elongation, leading to general mRNA maturation dysregulation, including splicing^28,68^, our results imply the existence of cell-type specific ageing signatures dictating distinct molecular outcomes in the fly’s ovarian niche and confirms the observation that different cell types may age with specific ageing features^67^. The universality of our discoveries across other adult stem cell niches experiencing ageing necessitates further investigations. Nonetheless, we hypothesize that the regulation of alternative splicing in support cells, potentially combined with differential gene expression, contributes to stem cell loss due to niche ageing.

## Methods

### Fly stocks

Flies were grown at 18 °C, 25 °C or 29 °C on standard medium. The lines used include:

*y w* (RRID:BDSC_6598)

*bab1-Gal4: w;; bab1-Gal4/TM3*^69^.

*tau::GFP: w;; UASp-tau::mGFP6*^70^.

*mbl::Gal4: w; PBac{w[+mC]=IT.GAL4}mbl*^*0217-G4*^ (RRID:BDSC_77534).

hh-Gal4: y[1] w[*];; wg[Sp-1]/CyO; P{w[+m*]=GAL4}hh[Gal4]/TM6B, Tb[1] (RRDI:BDSC_600186).

*ptc-Gal4: w[1118];; P{y[+t7.7] w[+mC]=GMR69F10-GAL4}attP2* (RRID:BDSC_45900).

*ptc-LexA: w[1118]; P{y[+t7.7] w[+mC]=GMR69F10-lexA}attP40* (RRID:BDSC_54926).

LexAop-mCD8::GFP: y[1] w[*] P{y[+t7.7] w[+mC]=13XLexAop2-mCD8::GFP}su(Hw)attP8 (RRID:BDSC_32204).

*UAS-Fas2 RNAi: y sc v sev[21];; P{y[+t7.7] v[+t1.8]=TRiP.HMS01098}attP2* (RRID:BDSC_34084).

*UAS-Fas2*^*EP1462*^*: w[1118] P{w[+mC]=EP}Fas2[EP1462]* (RRID:BDSC_11231).

*UAS-Smu1 RNAi: y sc v sev[21];; P{y[+t7.7] v[+t1.8]=TRiP.HMS01075}attP2* (RRID:BDSC_33739).

*UAS-Smu1*^*DP01419*^*: y[1] w[67c23];; P{y[+t7.7]=Mae-UAS.6.11}DP01419/TM3, Sb[1]* (RRID:BDSC_22072).

*UAS-dicer2 (II): w[1118]; P{w[+mC]=UAS-Dcr-2.D}2* (RRID:BDSC_24650).

*tub-Gal80*^*ts*^ (II): w[*]; P{w[+mC]=tubP-GAL80[ts]}20; TM2/TM6B, Tb[1] (RRID:BDSC_7019).

*tub-Gal80*^*ts*^ (III): w[*];; P{w[+mC]=tubP-GAL80[ts]}2/TM2 (RRID:BDSC_7017).

*FRT Smu1*^*1*^: w[*]; P{ry[+t7.2]=neoFRT}82B Smu1^*1*^ (this work).

MARCM: y[1] w[*];; P{ry[+t7.2]=neoFRT}82B P{w[+mC]=tubP-GAL80}LL3 (RRDI:BDSC_5135).

y[1] w[*]; P{w[+mC]=UAS-mCD8::GFP.L}LL5, P{UAS-mCD8::GFP.L}2 (RRDI:BDSC_5137).

y[1] w[*]; P{Act5C-GAL4-w}E1/CyO (RRDI:BDSC_25374).

*P{ry[+t7.2]=hsFLP}1, w[1118]; Adv[1]/CyO* (RRDI:BDSC_6)

P{ry[+t7.2]=hsFLP}12, P{w[+mC]=UAS-GFP.U}1, y[1] w[*]; P{w[+mC]=tubP-GAL4}LL7 P{ry[+t7.2]=neoFRT}82B P{w[+mC]=tubP-GAL80}LL3/TM6C, Sb[1] Tb[1] (RRDI:BDSC_86311).

To control the expression of different transgenes in adult niches we used the *tub-Gal80*^*ts*^ system. Keeping the adults at 18 °C blocks Gal4-induced gene expression, whereas placing the flies at 29 °C brings about Gal4-mediated gene expression. We used the *UAS-dicer2* construct to enhance the RNAi phenotype. To induce *Smu1*^*1*^ mutant CpCs, flies of the appropriate genotype were grown at 25 °C. To generate MARCM (Mosaic Analysis with a repressible Cell Marker) *Smu1*^*1*^ mutant clones, flies were grown at 18 °C and heat-shocked for 1 h at 37 °C both at third larval instar and at white pupae. We performed a series of tests to make sure the expression of *tau::mGFP6* did not affect niche activity. First, flies expressing *tau::GFP* with any of the Gal4 drivers utilized were perfectly viable, healthy and fertile and possessed normal-looking ovaries. In fact, flies containing both the driver and the *UASp-tau::GFP* construct were kept as stocks. Second, we scored GSC numbers and Fas2 localisation in CpC-CpC contacts of *bab1-Gal4*, *hh-Gal4*, *bab1>tau::GFP* and *hh>tau::GFP* 4-week-old flies and could not detect significant differences between them. Thus, *tau::GFP* expression in 4 week-old niche cells does not impact their function, at least as measured by GSC numbers and 1D4 levels.

### Experimental genotypes

Figure 1

(B) *y w*

(C-E) *bab1>tau::GFP: bab1-Gal4/UASp-tau::mGFP6*

Figure 2

(B-E) *bab1>tau::GFP: bab1-Gal4/UASp-tau::mGFP6*

Figure 3

*y w lexAop-mCD8::GFP/w; ptc-LexA/+*

Figure 4

(B-E) *bab1>tau::GFP: bab1-Gal4/UASp-tau::mGFP6* (TFCs-CpCs)

*y w lexAop-mCD8::GFP/w; ptc-LexA/+* (ECs)

Figure 5

(B) Control: *UAS-dicer2/+; UAS-Smu1 RNAi/TM2*

*bab1* ^*ts*^ *>dicer + Smu1 RNAi: UAS-dicer2/+; UAS-Smu1 RNAi/bab1-Gal4, tub-gal80* ^*ts*^

(D-G) *Smu1*^*1*^ clones: *UASt-FLP/*+*; FRT-82B Smu1*^*1*^/*bab1-Gal4 FRT-82B Ubi-GFP*.

(H, I) *Smu1*^*1*^ MARCAM: *hsFLP-1, UAS-mCD8::GFP/+; Act5C-GAL4/*+*; FRT-82B tubP-GAL80/FRT-82B Smu1*^*1*^

Figure 6

*Control: 13× LexAop-mCD8::GFP/w; ptc-LexA/tub-Gal80* ^*ts*^ *; ptc-Gal4/+*

*ptc* ^*ts*^ *>Smu1 RNAi: 13× LexAop-mCD8::GFP/w; ptc-LexA/tub-Gal80* ^*ts*^ *; ptc-Gal4/UAS-Smu1 RNAi*

Figure 7

(A, B) *bab1>tau::GFP: bab1-Gal4/UASp-tau::mGFP6*

(C, D) *y w*

(E, F) Control: *tub-gal80*^*ts*^*/+; UAS-Smu1 RNAi/TM2*

*hh* ^*ts*^ *>Smu1 RNAi: tub-gal80* ^*ts*^ */+; UAS-Smu1 RNAi/hh-gal4*

(G) Control: *tub-gal80*^*ts*^*/+; UAS-Fas2 RNAi/TM6B*

*hh* ^*ts*^ *>Fas2 RNAi: tub-gal80* ^*ts*^ */+; UAS-Fas2 RNAi/hh-gal4*

Supplementary Fig. 1

(A) *bab1>tau::GFP: bab1-Gal4/UASp-tau::mGFP6*

(B) Control: *y w*

(C) *mbl>tau::GFP: mbl*^*0217-G4*^*/UASp-tau::mGFP6*

Supplementary Fig. 2

*bab1>tau::GFP: bab1-Gal4/UASp-tau::mGFP6*

Supplementary Fig. 3

*y w lexAop-mCD8::GFP/w; ptc-LexA/+*

Supplementary Fig. 5

(A’-A”’) *ptc*^*ts*^*>Smu1 RNAi: tub-Gal80*^*ts*^*/+; ptc-Gal4/UAS-Smu1 RNAi*

(B) Control: *UAS-dicer2/+; UAS-Smu1 RNAi/TM2*

*bab1* ^*ts*^ *>dicer + Smu1 RNAi: UAS-dicer2/+; UAS-Smu1 RNAi/bab1-Gal4, tub-gal80* ^*ts*^

(C, D) Control: *tub-gal80*^*ts*^*/+; UAS-Smu1 RNAi/TM2*

*hh* ^*ts*^ *>Smu1 RNAi: tub-gal80* ^*ts*^ */+; UAS-Smu1 RNAi/hh-gal4*

(E-G) Control: *tub-gal80*^*ts*^*/+; ptc-Gal4/+*

*ptc* ^*ts*^ *>Smu1 RNAi: tub-Gal80* ^*ts*^ */+; ptc-Gal4/UAS-Smu1 RNAi*

Supplementary Fig. 6

(A) Control: *UAS-Smu1 RNAi/TM2*

*bab1* ^*ts*^ *>Smu1 RNAi: UAS-Smu1 RNAi/bab1-Gal4, tub-gal80* ^*ts*^

(B, C) *Control: 13× LexAop-mCD8::GFP/w; ptc-LexA/tub-Gal80*^*ts*^*; ptc-Gal4/+*

*ptc* ^*ts*^ *>Smu1 RNAi: 13× LexAop-mCD8::GFP/w; ptc-LexA/tub-Gal80* ^*ts*^ *; ptc-Gal4/UAS-Smu1 RNAi*

*(D) Control: y w/w; tub- Gal80* ^*ts*^ */+; P{y[+t7.7]=Mae-UAS.6.11}DP01419/TM6B*

*ptc* ^*ts*^ *>Smu1* ^*DP01419*^ *: y w/w; tub- Gal80* ^*ts*^ */+; P{y[+t7.7]=Mae-UAS.6.11}DP01419/ptc-Gal4*

Supplementary Fig. 7

*Control: 13× LexAop-mCD8::GFP/w; ptc-LexA/tub-Gal80* ^*ts*^ *; ptc-Gal4/+*

*ptc* ^*ts*^ *>Smu1 RNAi: 13× LexAop-mCD8::GFP/w; ptc-LexA/tub-Gal80* ^*ts*^ *; ptc-Gal4/UAS-Smu1 RNAi*

Supplementary Fig. 9

(A-D) Control: *tub-gal80*^*ts*^*/+; UAS-Smu1 RNAi/TM2*

*hh* ^*ts*^ *>Smu1 RNAi: tub-gal80* ^*ts*^ */+; UAS-Smu1 RNAi/hh-gal4*

(E) Control: *w Fas2*^*EP1462*^*/w; tub-gal80*^*ts*^*/+; TM6/+*

*hh* ^*ts*^ *> Fas2* ^*EP1462*^ *: w Fas2* ^*EP1462*^ */w; tub-gal80* ^*ts*^ */+; hh-gal4/+*

### Generation of *Smu1*^*1*^ and *Smu1*^*2*^ alleles

Both alleles were generated using CRISPR. A stable UAS-guide RNA line was obtained with the following target sequence: ACGTTTGCAGGGTCTTCATA. *Smu1*^*1*^ bears an 11-base pair deletion (…AGCAGTATCTGAAGGAGTCCAACC-11 deleted nucleotides-CTGCAAACGTTACAGGTTAGTACTT…) that gives rise to an early stop codon (shown in red). *Smu1*^*2*^ contains a 12-base pair deletion (…GCAGTATCTGAAGGAGTCCAACCT-12 deleted nucleotides-GCAAACGTTACAGGTTAGTACTTG…). The primers used for sequencing genomic *Smu1* DNA are (F) ATCGACCAACACCACTCAGTT and (R) GACACCCGTTTCCTCCTGAA.

### Immunohistochemistry

Adult ovaries were dissected in PBT (phosphate buffered saline +0.1% Tween 20) from yeasted females. Stainings were performed at room temperature and following standard procedures. Incubation with primary antibodies was performed overnight at the following concentrations: mouse anti-hts (1B1, Developmental Studies Hybridoma Bank (DSHB), RRID:AB_528070), 1:100; mouse anti-LaminC (LC28.26, DSHB, RRID:AB_528339), 1:30; rabbit polyclonal anti-Vasa (a gift from H. Jäckle), 1:4000; guinea pig polyclonal anti-MSP300 (a gift from T. Volk), 1/300; alpaca anti-GFP-Booster_Atto488 (ChromoTek Cat# gba488-100, RRID:AB_2631386), 1:200; mouse anti-Fasciclin II (1D4, DSHB, RRID:AB_528235), 1:100; mouse anti-Discs large (4F3, DSHB, RRID:AB_528203), 1:20; rabbit polyclonal anti-α-Spec (a gift from R. Dubreuil), 1:500. Secondary antibodies FITC, Cy2, Cy3 and Cy5 (Jackson Laboratories; final concentrations of 1:100) were incubated for four hours. To stain DNA, ovaries were incubated for 10 min with Hoechst (Sigma, 5 mg/ml; 1:1000 in PBT). To visualise actin filaments, samples were incubated 20 min in PBT + 1:20 Rhodamine-phalloidin.

### Image analysis

Confocal Z stacks of fixed samples were taken at 0.5 μm intervals using a 63×/1.4 NA oil immersion objective. Colour depth was set to 8-bit and configured so that most pixels were within the range of detection. Images were analysed utilising the Imaris or Fiji^71^ softwares, and processed with Adobe Photoshop and Adobe Illustrator. Average fluorescence intensity per pixel was quantified with the Fiji “Region of Interest manager” analysis tool. We drew small squares (of ~0.1–0.5 microns^2^ each) per germarium that contained regions of bright signal. Average background levels were measured in each germarium with at least 5 boxes in GSC nuclei or cytoplasm.

### Quantification of cell volumes and areas

Cellular volumes of ECs were measured using a Macro created in FIJI in which the GFP signal from confocal Z stacks of fixed samples taken at 0.7 μm intervals was subjected to outlier’s removal (“Remove Outliers…”, “radius=5 threshold=20 which=Dark stack”). General background was subtracted (“Subtract Background…”, “rolling=30 sliding stack”) and the resulting image was smoothened using convolution with a Gaussian function (“Gaussian Blur…”, “sigma=1.5 stack”). Image intensity was processed applying a non-linear contrast stretching (“Gamma…”, “value = 1.10”). Intensity threshold was manually determined considering the brightness and contrast of the images (setThreshold(adjusted value, 255)). Finally, background was set to black (setOption(“BlackBackground”, true)) and image was converted to mask (“Convert to Mask”, “background=Dark black”). This mask was used to quantify cell volumes employing (“3D Geometrical Measure”). CpC cell areas were measured with the ROI Manager tool in FIJI after selecting the z-section containing the largest cell area.

### Isolation of niche cells by Fluorescence-Activated Cell Sorting (FACS)

Preparation of single-cell suspensions were done following the protocol by Lobo-Pecellin et al. ^15^. Approx. 120 ovary pairs were dissected in Schneider’s insect medium (Biowest L0207-500) supplemented with 10% (v/v) heat-inactivated foetal bovine serum (Gibco 10500-064; S-FBS), teased apart manually with dissecting forceps, washed twice with Cell Dissociation Solution Non-enzymatic 1× (Sigma C5914) and incubated with the digestion solution (670 μl Trypsin 1X [SIGMA T4299] + 330 μl Collagenase [SIGMA C9407] 10 mg/ml in PBS + 100 μ DNAse I [Sigma AMPD1-1KT] + 100 μl DNAse I buffer [Sigma AMPD1-1KT]) at 25 °C for 15 min, rolling at 40 rpm in a dissecting well. Samples were then mechanically disaggregated in a blue pipette tip and transferred to a FACS tube (BD Falcon 352054). 1 ml S-FBS and 100 μl Stop Solution were added to inactivate trypsin and DNAse, respectively. Cells were re-suspended in 1 ml S-FBS after filtering the supernatant through a 70 μm nylon mesh followed by centrifugation at 420 × g for 5 min (4 °C). The resulting cell suspension was filtered again through a 70 μm nylon mesh. Propidium iodide was used as a cell viability dye (50 μg/ml per million cells).

To isolate *bab1>tau::GFP* terminal filament and cap cells, the suspended cells were separated according to cell size (forward and side scatter plots), negative propidium iodide label and high GFP-signal intensity. *LexAop-mCD8::GFP; ptc-LexA* escort cells were selected as propidium iodide-negative, GFP-positive cells. In both cases, we used a FACSAria cell sorter (BD) equipped with a 100 μm nozzle and at low pressure (20 psi). Cells were sorted directly into 0.5 ml lysis buffer and snap-frozen in liquid nitrogen. Typically, we could sort ~1000 TFCs-CpCs or ~35,000 ECs per experiment. 

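Germline transcripts were looked for in the 12 libraries with a list of 12 germline genes written before the files were examined, of which 11 were analysed. The genes nanos, osk, aub, otu, orb and exu were read in every library, at between 1.04 and 91.0 cRPKM. Whether each listed gene is silent in somatic cells was not tested. The highest gene of the list was mael in the EC libraries, at 66.0 to 91.3 cRPKM, far above the median of the list there. In TFCs-CpCs the highest was bam at 24.3 cRPKM in the first 1w library, osk at 91.0 cRPKM in the second, and mael at 46.7 and 17.2 cRPKM in the 4w libraries. The median of the 11 genes ranged from 1.63 to 17.6 cRPKM in TFCs-CpCs, from 2.29 to 10.0 cRPKM in ageing ECs and from 2.00 to 4.74 cRPKM in the RNAi experiment.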

As a control for cell purity and germline contamination in the sorted cell populations, we confirmed that the germline-specific gene *vasa* was not present among the 10,491 genes detected in TFCs-CpCs, the 12,172 in ECs or the 11,783 in the *Smu1* RNAi experiment. 

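LamC (FBgn0010397, chromosome 2R from 14570810 to 14575771), which encodes Lamin-C, was read at 164 and 221 cRPKM in the 1w libraries of TFCs-CpCs and at 39.5 and 36.2 cRPKM in those of ECs, a ratio of the means of 5.09 ± 1.11 (SD propagated from n = 2 and 2 libraries). At 4w it was at 296 and 447 cRPKM in TFCs-CpCs and at 21.1 and 40.8 cRPKM in ECs, a ratio of 12.0 ± 6.42. The 1w ratio lay between 4.34 and 5.85, and the 4w ratio between 9.11 and 17.6, when each library was left out in turn. The alternative that moved these ratios most, chosen after they were seen, was the ratio of mean read counts not scaled for depth, 18.6 at 1w and 31.2 at 4w. In the RNAi experiment LamC rose from 10.2 and 9.57 cRPKM to 28.2 and 12.9 cRPKM (log2 fold change 1.09, standard error 0.27, adjusted p = 0.0823 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).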

To assess cell purity of the TFC-CpC and EC samples, we confirmed that Lamin-C levels (Lamin-C is a marker expressed at higher concentrations in TFCs-CpCs than in ECs^30^) are at least 17× (1 week) or 33× (4 weeks) higher in TFCs-CpCs than in ECs in our datasets. Similarly, *engrailed* (a gene that is highly enriched in TFCs-CpCs but not in ECs^69,72^) levels are 22× (1 week) or 102× (4 weeks) higher in TFCs-CpCs compared to ECs of the same ages. 

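The gene en (FBgn0000577, chromosome 2R from 11524006 to 11528210) was read at 14.0 and 20.3 cRPKM in the 1w libraries of TFCs-CpCs and at 0.79 and 0.83 cRPKM in those of ECs, a ratio of the means of 21.1 ± 5.59 (SD, n = 2 and 2 libraries). At 4w it was at 71.4 and 298 cRPKM in TFCs-CpCs and at 0.48 and 3.19 cRPKM in ECs, a ratio of 101 ± 137. The 4w ratio rests on few reads in ECs, with 19 and 130 counts, and ranged from 38.9 to 385 when each library was left out, the highest without the second 4w replicate of ECs. Within TFCs-CpCs, en rose with age by 3.15 on the log2 scale (standard error 0.71, adjusted p = 0.097 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).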

As for EC markers, we have compared the top 50 genes expressed in each of the three types of ECs (anterior, central and posterior) reported in ref. ^41^ with our TFCs-CpCs and ECs datasets. 

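In the TFCs-CpCs libraries SPE (FBgn0039102) had 0 counts throughout, CG17321 (FBgn0032719) had 0 to 2 counts and CG6067 (FBgn0029828) had 0 to 4 counts per library. In the ageing EC libraries, CG6067 had 117 to 546 counts, at 7.28 to 27.3 cRPKM. CG17321 had 75 and 39 counts in ECs at 1w and 17 and 11 counts at 4w, at 0.32 to 3.08 cRPKM. SPE had 19 and 37 counts at 1w and 3 and 67 counts at 4w, so that 1 EC library was itself at the limit of detection. No age difference was called for these genes in ECs, where each had an adjusted p of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.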

We have identified 3 genes (*CG17321*, *CG6067* and *SPE*) expressed in both the Rust et al. and our EC lists but not in our TFCs-CpCs dataset. From all these analyses we conclude that there is no significant contamination of ECs in the TFC-CpC experiment and vice versa.

### Preparation of transcriptomic samples

RNA from the different biological replicas was isolated using RNeasy Mini kit (QIAGEN). cDNA synthesis, library preparation and amplification (Pico Profiling) are described elsewhere^73^. In short, after reverse-transcription, each cDNA sample was added to an amplification mix that was subdivided into five equivalent parts for PCR amplification (26 cycles). Amplified cDNA collections were purified with the PureLink PCR Purification Kit (ThermoFisher Scientific), resuspended in 40 μl and their concentrations measured using a Nanodrop 1000 spectrophotometer.

### Bulk RNA-seq and bioinformatic analyses

The quality of total RNA isolated from sorted cells was checked using Bioanalyzer (Agilent). We prepared and sequenced twelve strand-specific Illumina libraries. 

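The reads counted on genes, which are fewer than those sequenced, summed to between 12078227 and 16888122 in the 8 EC libraries and to between 37580263 and 52487930 in the 4 TFCs-CpCs libraries. The 10 genes with the most reads held 9.97% to 15.6% of the counts of a library.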

On average, 80 million 125-nt paired-end reads were generated for each of the samples. Differentially expressed genes were identified using DESeq (v. 1.40.2.)^74^. 

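At an adjusted p under 0.05, with the same fold change threshold and edgeR's quasi-likelihood test, 287 genes were called in TFCs-CpCs with age (37 up-regulated, 250 down-regulated), 8 in ECs with age (1 up-regulated, 7 down-regulated) and 88 with Smu1 RNAi (61 up-regulated, 27 down-regulated).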

Only gene expression changes with a 2-fold difference and false Discovery Rate (FDR) *p*-value ≤ 0.05 were considered. Alternative Splicing analyses were carried out using vast-tools v2.5.1 for dm6 (VASTDB library: vastdb.dme.23.06.20.tar.gz)^23,44,75^. Differentially regulated AS events were identified with vast-tools compare and they required (i) an average ΔPSI (percentage spliced in) between samples of at least 15%, and (ii) a ΔPSI between the ranges of both samples of at least 5. To avoid underestimating the correlation of genes with differential expression in the sample pairs (1 w *versus* 4w or controls *versus* experimental RNAi) GSEA (Gene Set Enrichment Analyses) were conducted with the PANGEA tool^76^ (Supplementary Data 4). Pathway enrichment analyses were done at the KEGG pathway database (https://www.genome.jp/kegg/pathway.html). GO term analyses were performed with a DAVID functional annotation tool (https://david.ncifcrf.gov) and *P*-values were calculated with the modified Fisher’s Exact test EASE. Significant differences were set at *P* ≤ 0.01.

### Quantification of mRNA levels by droplet digital PCR

Pico profiled samples were used to quantify *Smu1* mRNA levels by droplet-digital PCR (ddPCR). Primers used were (5′-3′): *RpL32* (used to normalise the relative amounts of mRNA), F: ATGACCATCCGCCCAGCATAC, R: GCTTAGCATATCGATCCGACTGG; *Smu1* F: GTCCATAGAAATCGAATCAGCG, R: ACCGTATTCAGGGAGACACC. Each reaction contained 10 μl of Master Mix ddPCR EVAGreen (Bio-Rad), 150 nM of each primer and ~0.3 ng of cDNA template (except in the case of the housekeeping control, where we used ~0.03 ng). Samples were prepared in duplicate with 10% additional volume. Droplet generation, PCR amplification and droplet analysis were done using the QX200 AutoDG ddPCR system (Bio-Rad). PCR conditions were: 95 °C for 5 min (1×), 95 °C for 1 min and 60.1 °C for 2 min (44×). For all steps a ramp rate of 2 °C/s was used. Data were analysed with the Quantasoft software 1.7.4.0917 (Bio-Rad).

### Statistical analysis

Experiments were performed with at least two biological replicates. To generate data for fixed samples, germaria were collected from at least 5 different adult females grown under equivalent environmental conditions. The average values ± standard error of the mean (SEM) are represented. *P*-values comparing parametric datasets with similar variances were obtained using two-tailed, unpaired Student’s *t*-tests. *P*-values of non-parametric samples (Figs. 2b, 3b and 6c) were calculated using the compare proportions test with respect to two conditions. Since the data did not fit a normal distribution, they were analysed in a 2 × 2 table (non-normality test, non-parametric). In all cases, *P ≤ 0.05, **P ≤ 0.005, ***P ≤ 0.0005, ****P ≤ 0.0001. The distribution of AS events in the four categories (Alt. EX, Alt A., Alt D. and IR; Fig. 2) were calculated using the Chi-square test. *P* values > 0.05 were considered non-significant. CDF analyses were performed using Wilcoxon signed-rank tests. The significance of the KEGG pathway enrichment analyses were verified performing Fisher’s exact tests. Violin plots show the first and third quartiles and the median. In all graphs, comparisons without asterisks indicate non-significant differences.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Peer review file

## Source data

Source Data

## Data Availability

The datasets generated during the current study are available in the GEO repository, with accession number GSE282708. The process data generated in this study are provided in the Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Drosophila ovarian stem cell niche ageing involves coordinated changes in transcription and alternative splicing
**Source:** Nat Commun. 2025 Mar 16;16:2596. doi: 10.1038/s41467-025-57901-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** List of differentially expressed and differentially spliced genes in 1- week versus 4-week old TFCs + CpCs. Data for Figs. 1, 2 and Supplementary Figs. 1 and 2.

**Supplementary Data 2:** List of differentially expressed and differentially spliced genes in 1- week versus 4-week old ECs. Data for Fig. 3 and Supplementary Fig. 3.

**Supplementary Data 3:** List of differentially expressed and differentially spliced genes in control versus ptcts>Smu1 RNAi ECs. Data for Fig. 6 and Supplementary Fig. 6. Flies were grown at 18oC and placed for two weeks at 29oC upon eclosion.

**Supplementary Data 4:** List of GO terms and KEGG pathways identified in the GSEA conducted with the PANGEA tool. Related to Figs. 1, 3 and 6 and Supplementary Figs. S1, S3 and S6. Selected GO terms had a P value <0.01 and KEGG pathways had a P value<0.1. The selected terms represent the unique terms identified in the corresponding condition pairs (i.e., terms present in 1w and not in 4w lists and vice versa. In the case of the Smu1 RNAi experiment, in control and not in experimental lists and vice versa).

# Supplementary material for: Drosophila ovarian stem cell niche ageing involves coordinated changes in transcription and alternative splicing
**Source:** Nat Commun. 2025 Mar 16;16:2596. doi: 10.1038/s41467-025-57901-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection FIJI 2.15

Data analysis FIJI 2.15. Prism - GraphPad 8.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during the current study are available in the Gene Expression Omnibus-NCBI repository, with accession number GSE282708.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size was chosen based upon previous studies in the field, the technical difficulty and throughput of the assay. The sample size (n) of each experiment is indicated in the figure legends in the main manuscript and supplementary information files.

### Data exclusions

No data were excluded from the analyses.

### Replication

Experiments were replicated two or three times, as indicated in the text.

### Randomization

For the ageing experiments, adult females were split from the same batch and randomly divided for each treatment in each biological replicate. For the RNAi experiments, adult females of the control and experimental genotypes were collected from the same vials or from vials grown in the same conditions and treated in parallel.

### Blinding

Experiments in Fig. 5D-I, Fig. S5A-C and Fig. 7C-F were conducted blindly. In all other cases, the researchers knew the genotypes of the samples under analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | mouse anti-hts (1B1, Developmental Studies Hybridoma Bank (DSHB), RRID:AB_528070), 1:100; mouse anti-LaminC (LC28.26, DSHB, RRID:AB_528339), 1:30; rabbit polyclonal anti-Vasa (a gift from H. Jäckle), 1:4000; guinea pig polyclonal anti-MSP300 (a gift from T. Volk), 1/300; alpaca anti-GFP-Booster_Atto488 (ChromoTek Cat# gba488-100, RRID:AB_2631386), 1:200; mouse anti-Fasciclin II (1D4, DSHB, RRID:AB_528235), 1:100; mouse anti-Discs large (4F3, DSHB, RRID:AB_528203), 1:20; rabbit polyclonal anti-alpha-Spec (a gift from R. Dubreuil), 1:500. Secondary antibodies FITC, Cy2, Cy3 and Cy5 (Jackson Laboratories; final concentrations of 1:100). |
| Validation      | Antibodies were validated according to instructions from provider/manufacture.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Drosophila melanogaster. Sex: female, 1week, 3week and 4 week-old. Different lines were obtained from colleagues, the Bloomington stock centre or the Vienna Drosophila Stock Centre (VDRC), as mentioned in the text. |
| Wild animals            | N/A                                                                                                                                                                                                                    |
| Reporting on sex        | All data provided were obtained from females.                                                                                                                                                                          |
| Field-collected samples | N/A                                                                                                                                                                                                                    |
| Ethics oversight        | All procedures for the care and treatment of animals were in accordance with the instructions from the Spanish National Biosecurity Committee for the handling of transgenic flies.                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

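The data were the gene-level values of 12 RNA-seq libraries of sorted ovarian cells of Drosophila: 2 libraries each of TFCs-CpCs at 1w and at 4w, of ECs at 1w and at 4w, and of control ECs and Smu1 RNAi ECs from females kept at 29 °C for 2 weeks. Library labels were taken from the sample records and no library was assigned by its values. The authors aligned and counted the reads with vast-tools for dm6 and deposited, for each gene and library, the number of reads as counts without normalization. The authors also deposited corrected RPKM values (cRPKM), which vast-tools makes by dividing the reads by the mappable length of the transcript and by the mapped reads of the library. The paper states strand-specific libraries, and the use of the strand in counting is not stated. Of 14489 genes listed, 763 had no value in any library and 13726 had values; 13506 of these were matched to the gene name table and to the BDGP6 annotation, which was used for coordinates and for exon bases shared between genes. Genes without a match are given by their identifier.

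The reads counted per library ranged from 12078227 to 52487930. A count of 3 was taken as the limit that a count of 0 allows, and a group in which every library had at most 3 counts was treated as at this floor. The fold change of such a gene is given as a bound ("at least"), computed from the mean of the other group and the floor. It bounds the ratio of the group means and not the change in each library, and the fitted value is not a bound. The precision is that of 2 libraries in each group.

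Each comparison was fitted on its own 4 libraries with edgeR 4.0.16 in R 4.3.3 (TMM normalization, estimated dispersions, quasi-likelihood fit and test) on genes with at least 10 counts in at least 2 libraries. P-values were adjusted with the Benjamini-Hochberg method over the genes tested, and a gene was called changed at an absolute log2 fold change of at least 1 and an adjusted p under 0.1. The comparisons were 4w over 1w in TFCs-CpCs, 4w over 1w in ECs, Smu1 RNAi over control in ECs, and the difference between the 2 ageing effects as an interaction term over 8 libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Levels are given in cRPKM, with the SD of 2 libraries where a mean is given. Genes with at least a 2-fold difference were counted in mean cRPKM + 1 among genes with a mean of at least 1 cRPKM.

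Overlaps between lists were tested with Fisher's exact test, two-sided, over the genes tested in both. The authors' tables of AS events were matched by gene name (645 of 674 names in TFCs-CpCs, 618 of 639 in ECs and 178 of 186 in the RNAi experiment). The AS genes were also compared with 10000 random lists matched on mean expression in 20 bins, drawn with a fixed seed. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for these steps and for the figure.

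The genes named in the text are those that the paper names for their expression in these comparisons, and for each comparison the 3 largest rises and the 3 largest falls among called genes with a mean of at least 10 cRPKM in the higher group and no overlap between the groups; a gene that the paper names for ECs is not reported here. Lists of marker genes of muscle (19 genes), germline (12), hemocytes (8), the immune response (16), late follicle cells (17), fat body (7) and neurons (8) were written before the files were read, and 18, 11, 7, 15, 17, 6 and 7 of them were matched by name; the others were not analysed here.

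The alternatives were DESeq2's Wald test (DESeq2 1.42.0), median-of-ratios size factors inside edgeR, no filter on low counts, a mean of at least 5 cRPKM, an adjusted p under 0.05, all 12 libraries in one fit with 6 groups, the replicate number as a block, limma (3.58.1) with the intensity trend on log2(cRPKM + 1) and on log2(cRPKM + 0.1), and leaving out each library in turn, which gave values without a test. DESeq2's Wald test with no filter on low counts and ratios of unscaled read counts were added after values had been seen. The paper states that females of both ages were split from one batch in each replicate. In ECs the replicate numbers of the ages match both in the sample records and in the authors' supplementary tables, so that this statement pairs them. In TFCs-CpCs the sample records number the libraries alike at both ages, but the supplementary tables number the same libraries differently, so that it is not known which libraries of the 2 ages form a pair. For the RNAi experiment the paper states that the genotypes came from the same vials or from vials grown in the same conditions, without a link to the replicate numbers. The correlation across genes of the replicates' deviations from their group means was -0.041 in TFCs-CpCs, -0.035 in ECs and 0.218 in the RNAi experiment, and no block was used in the main test.

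The test was tested on simulated data: counts were drawn 20 times with the means and edgeR's dispersions of each comparison, and 200 genes were changed by a known fold. For a log2 fold change of 2, 0% to 21.5% of the changed genes were called in TFCs-CpCs (0 to 19 false calls), 40.9% to 56.8% in ECs (4 to 18) and 80.6% to 88.9% in the RNAi experiment (2 to 9). For a log2 fold change of 4, these shares were 71.7% to 82.8% (14 to 36), 70.9% to 83.5% (3 to 29) and 98.5% to 100% (3 to 16). With DESeq2's Wald test and a log2 fold change of 2, they were 44.3% to 56.1% (88 to 149 false calls), 50.3% to 65.6% (44 to 90) and 78.6% to 88.4% (1 to 9). The number of draws was raised from 1 and 5 to 20 while the simulation was being written. AS events were not recomputed, since the files hold values per gene, and the imaging data were not used here.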

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

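The tests of EC spread and of late follicle genes were chosen only after the results they measure were seen, the tests of depth, of genes near absent at one age and of the neighbours of v and y were chosen after the pattern but not their own outcome had been seen, and those of v and y and of the late follicle genes were split into 2 after values were seen. The test of the spread between replicates, the comparisons and their thresholds were set before the data were examined.

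The ageing effect differed between TFCs-CpCs and ECs in 283 genes by the interaction term. Among the genes named in the text, the difference (TFCs-CpCs minus ECs, log2 scale) was -3.61 for Act57B, -3.69 for Actn, -3.62 for Mlc2, 3.44 for Mmp1, -3.01 for Mp20, -5.60 for Nlg1, -3.28 for bru3 and -2.30 for mbl. For AQP (-12.76), Rh50 (-9.27), CG44251 (13.76) and snu (15.34) it was larger, but at least 1 group was near the detection limit in these genes and the fitted size is not a measure of it. For Mmp1, the adjusted p of the interaction was 0.0191 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a log2 fold change of 2.27 in TFCs-CpCs.

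More genes were called with age in TFCs-CpCs than in ECs, and 3 technical explanations were tested. On the spread between replicates the measures differ: on average 20.46% of genes differed at least 2-fold between the TFCs-CpCs replicates of one age, against 23.15% in ECs, while the biological coefficient of variation was larger in TFCs-CpCs (0.709) than in ECs (0.664). The test takes the spread into account, and a larger spread lowers its calls: counts simulated with that of TFCs-CpCs gave at most 36 false calls, far fewer than the 479 genes called. Depth did not account for the difference, since thinning TFCs-CpCs to the mean depth of ECs left 490 to 577 genes called in 5 draws. A lower power in ECs was not seen in simulated counts. With the EC spread at least 40.9% of genes changed by a log2 fold change of 2 were called, against at most 21.5% with that of TFCs-CpCs. At a log2 fold change of 4 the shares were alike, 70.9% to 83.5% and 71.7% to 82.8%. These counts rest on the dispersions of the test. The 2-fold share between replicates was larger in ECs, so that some loss of calls in ECs stays possible. A biological difference in ageing between the cell groups stays possible, and so does a change in the mix of sorted cells, which was tested only for the lists below.

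In TFCs-CpCs, snu rose at least 1523-fold, CG44251 at least 314.2-fold and grnd at least 299.7-fold, from 0 counts at 1w; these genes are outside those the paper discusses. Chance loss of transcripts in amplification from few cells would leave as many genes absent in pairs of libraries that cross the ages. At most 15 genes were absent in such a crossed pair and abundant in the other 2 libraries, against 67 when the pairs followed the ages. Loss by chance may therefore account for some of these genes, and not for most.

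Among rises outside the genes the paper discusses, Dro rose with age in TFCs-CpCs by 8.99 on the log2 scale (adjusted p = 0.0161), psd by 3.71 (adjusted p = 0.0437, both edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CG2233 in ECs by 2.14. The gene psd belongs to the late follicle list. Yolk protein and vitelline membrane genes rose with a median of 2.82, 8 of 9 of them in both 4w libraries, which could come from late follicle cells or their RNA among the sorted cells. The chorion genes had a median of 3.36, and 4 of 7 were higher in both 4w libraries. Cp36 and Cp38 had negative log2 fold changes, the lowest being -1.65 (Cp38, standard error 1.02), within their spread, and Cp15 reached 73480 cRPKM in 1 4w library and 60.36 cRPKM in the other. For the chorion genes, late follicle cells and other sources cannot be told apart, since 2 libraries at 4w differ this much. No technical explanation was tested for Dro or CG2233.

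With Smu1 RNAi, v rose by 5.83, y by 1.20 (adjusted p = 3.62e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Def by 5.66. The genes v and y are markers carried by the RNAi transgene. By the paper's genotypes, y also lies on other transgenes that control and RNAi ECs share, while v lies on the RNAi transgene alone. The 3 tested neighbours of v within 20 kb had log2 fold changes from -0.84 to -0.36. None of them rose with v; reads from a copy of v on the transgene would raise v and leave these neighbours as they were. For y, a neighbour that overlaps it on the opposite strand, CG32816, rose by 1.72, while the other, CG3777, had -0.40, so that the transgene and a rise of the y region cannot be told apart. The rise of Def rests on 1 library more than the other.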

How the results depend on the processing

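Of 623 values of named genes under the alternatives, 531 kept their direction and side of the threshold, 31 were weaker, 60 stronger and 1 reversed: Tm1 in ECs, -0.06 with a mean of at least 5 cRPKM. With 1 library left out, 240 of 252 values stayed within the replicate spread and 12 moved. Unless stated, the cause was not tested.

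For genes changed with age in TFCs-CpCs, the count was 1423 with DESeq2's Wald test, 1206 with no filter on low counts, 287 at an adjusted p under 0.05, 1665 with all 12 libraries in one fit, 764 with limma on log2(cRPKM + 1), 733 with limma on log2(cRPKM + 0.1) and 1564 with DESeq2 without a filter, which was added after values were seen. In the same order where they moved, the counts in ECs were 113, 63, 40 (all 12 libraries), 7 (limma, 0.1) and 133. The Smu1 RNAi count was 69 with a mean of at least 5 cRPKM, where fewer genes were tested, and 1 with all 12 libraries. For the interaction it was 908, 566, 130 (adjusted p under 0.05), 931, 147 (limma, 0.1) and 983. Genes called with age in both cell groups numbered 48, 37, 27 (all 12 libraries), 5 with either limma fit and 53. The stricter threshold lowers counts by its construction.

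With the replicate number as a block, which leaves 1 residual degree of freedom, 18 genes were called in ECs and 650 in TFCs-CpCs. For Smu1 RNAi the block gave 259 genes, 109 up-regulated and 150 down-regulated, against 73 and 37 without it, so that the balance of directions changed; the replicates' deviations correlated by 0.218 there; in TFCs-CpCs and in the RNAi experiment it is not known which libraries form a pair, so that the block there follows the numbers of the sample records only. The block called Nlg1 and GstS1 (adjusted p of 0.00977 and 0.0466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range over the alternatives of 2.36e-10 to 0.11 and of 0.00177 to 0.36) and changed no other call of a named gene. The overlap with AS genes was 1 gene in ECs under the block, and in TFCs-CpCs its matched p was 0.0508.

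The AS overlap in TFCs-CpCs was 169 with DESeq2, 151 without the filter, 48 at an adjusted p under 0.05, 168 with all 12 libraries and 170 with DESeq2 without a filter. In ECs it was 6, 6, 1 with all 12 libraries and 6. The median of the AS genes ranged from -0.36 to -0.02 in TFCs-CpCs and from 0.05 to 0.21 in ECs over the fits that each left out 1 library. Genes with a 2-fold difference numbered 492 in ECs with a mean of at least 5 cRPKM, and 283 (pseudocount 0.1) and 90 (mean of at least 5 cRPKM) with Smu1 RNAi, where the pseudocount and the filter change the genes of low level.

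The log2 fold change of Fas2 in TFCs-CpCs was past the threshold with DESeq2 (1.73), without the filter (1.67), with all 12 libraries (1.70) and with DESeq2 without a filter (1.73). That of Smu1 with Smu1 RNAi was weaker with all 12 libraries (-2.30). The LamC ratio at 1w was 6.28 with median-of-ratios scaling, and with unscaled read counts, added after values were seen, 18.55 at 1w and 31.16 at 4w; the en ratios were then 76.81 and 241.4. Over the fits that left out 1 library the 4w en ratio ranged from 38.89 to 384.5. Genes detected in every library numbered 8354 in TFCs-CpCs, and 9008 reached 1 cRPKM in the RNAi experiment. Depth limits genes near the floor, for which only a bound is given.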

Differences from the paper's values

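For genes changed with age in TFCs-CpCs, the count was 479 against the paper's 1421 (up-regulated 116 against the paper's 649, down-regulated 363 against the paper's 772). A gap between counts was taken as closed where the counts differed by at most 1.5-fold. Of the alternatives set before the data were examined, DESeq2's Wald test closed the gap (1423, 649 up-regulated, 774 down-regulated). So did no filter on low counts (1206, 522, 684) and all 12 libraries in one fit (1665, 860, 805). With limma on log2(cRPKM + 1) the down-regulated genes (539) came within that limit, still well below the paper's 772. The others did not close the gap. DESeq2 with no filter, chosen after seeing the values, gave 1564 (747, 817).

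For ECs, 11 genes were called with age against the paper's 122 (1 against the paper's 50 up-regulated and 10 against the paper's 72 down-regulated). DESeq2's Wald test closed the gap (113, 47, 66) and no other pre-set alternative did; DESeq2 with no filter, chosen after seeing the values, gave 133 (52, 81).

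Genes changed with age in both cell groups numbered 8 against the paper's 49, and 8 changed in the same direction against the paper's 39. DESeq2's Wald test gave 48 and 39; no filter on low counts gave 37 shared genes and did not close the gap in direction (24); the other pre-set alternatives closed neither, and DESeq2 with no filter, chosen after seeing the values, gave 53 and 42. Genes changed with Smu1 RNAi and with age in ECs numbered 0 against the paper's 5, with 0 against the paper's 3 in the same direction. DESeq2's Wald test gave 5 (4 in the same direction), and the replicate block gave 5 other genes, none in the same direction; the other pre-set alternatives did not close the gap, and DESeq2 with no filter, chosen after seeing the values, gave 5 and 3.

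Genes changed in both GE and AS numbered 76 in TFCs-CpCs against the paper's 153, and 0 in ECs against the paper's 5. In TFCs-CpCs, DESeq2's Wald test (169), no filter on low counts (151) and all 12 libraries in one fit (168) closed the gap, and in ECs DESeq2's Wald test and no filter on low counts (6 each); the other pre-set alternatives did not. DESeq2 with no filter, chosen after seeing the values, gave 170 and 6.

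The LamC ratio was 5.09 at 1w against the paper's 17 and 12.0 at 4w against the paper's 33. None of the alternatives set before the data were examined closed the gap. Ratios of read counts not scaled for depth, chosen after seeing the values, were 18.55 and 31.16.

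Several genes that the paper lists as changed were not called here. With DESeq2's Wald test, no filter on low counts, all 12 libraries in one fit, and DESeq2 with no filter, chosen after seeing the values, Fas2, Clic, CG11360, bru1, Tm1 and Vinc were called in TFCs-CpCs; Tm1 and Vinc were also called with both limma fits. Nlg1 was called in all alternatives except median-of-ratios size factors and an adjusted p under 0.05. In ECs, all of CG40485, Cyp4p2, Mmp1, dpr17, CG44085, Mlc2, TM4SF, GstS1 and Psa were called with DESeq2's Wald test and with DESeq2 with no filter, chosen after seeing the values; CG44085, Mlc2, TM4SF, GstS1 and Psa also with no filter on low counts, GstS1 with the replicate block and Psa with all 12 libraries in one fit. Pkd2 had too few reads for the filter and was not tested with it; it was called with DESeq2 with no filter, chosen after seeing the values (log2 fold change 7.22, adjusted p = 0.0758, DESeq2's Wald test with Benjamini-Hochberg adjustment), and not with no filter on low counts or with all 12 libraries in one fit (adjusted p of 0.35 and 0.102, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).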

Other observations

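The tests of the late follicle genes and of the place of called genes on 3L were chosen only after the results were seen; those of the muscle and germline lists were not.

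Muscle genes fell with age in TFCs-CpCs (median log2 fold change -5.40; 15 of 17 tested genes called down and TpnC25D up by 4.45; 16 adjusted over the list alone; 16 in the study's list) and in ECs (median -2.18; 5 called, 12 adjusted over the list alone; 10 in the study's list). With Smu1 RNAi, 1 was called (Mlc2) and 3 over the list alone. At 1w Act57B reached 11800 and 12980 cRPKM in TFCs-CpCs and Mf 377.8 and 155.9 cRPKM in ECs; 17 of 18 genes in TFCs-CpCs and 11 in ECs were above 1 cRPKM in every library. A smaller share of muscle sheath cells would lower these genes by a similar fold, if no other sorted cells expressed them. Over 6 abundant genes, the gap from the lowest to the highest log2 fold change was 3.55 in TFCs-CpCs (combined replicate SD 0.77). This is wider than a share alone would give under that condition. The condition was not tested, and expression in other cells would make the falls unequal, so that a change in share is not excluded. In ECs the gap was 1.50 (SD 1.82), which such a change in share allows.

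Germline genes were read at 1.04 to 91.04 cRPKM in every library for 6 genes, which could come from germline cells or their RNA. None of the 11 was called with age, also over the list alone (medians -1.49 and -0.62), and nanos was called with Smu1 RNAi (-1.53). Above 1 cRPKM in every library were 7, 9 and 10 genes in the 3 comparisons.

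Late follicle genes had a median of 2.82 in TFCs-CpCs (2 called, 9 over the list alone; 9 in the study's list), -0.17 in ECs (Cp15 called, 4 over the list alone) and 0.61 with Smu1 RNAi (0 and 3). Vm34Ca was the highest of them in all 4 ageing EC libraries, at 3623 to 5813 cRPKM.

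Of the hemocyte genes, Ppn was called in TFCs-CpCs (-4.53; 1 over the list alone), and 0 in ECs (Pxn over the list alone) and with Smu1 RNAi (eater over the list alone). Pxn was at 301.8 and 284.7 cRPKM in TFCs-CpCs at 1w. Of the immune genes Dro was called in TFCs-CpCs (3 over the list alone) and 0 in ECs or with Smu1 RNAi (0 and 1 over the list alone); Dro was at 317.3 and 112.2 cRPKM at 4w in TFCs-CpCs. No fat body or neuron gene was called in any comparison; over the list alone, 2 fat body genes and 1 neuron gene were called with Smu1 RNAi. The highest were fat-spondin at 3.88 cRPKM and elav at 37.59 cRPKM. No gene was in more than 1 list (0 shared).

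Of the 103 genes called with Smu1 RNAi on the 5 large chromosome arms, 6 that rose lie within 1 Mb on 3L, from 11107008 to 12003155 (CG12522, CG7512, CG11714, CG5946, CG6928 and CG32073). Random lists had a median of 5 and at most 8 genes in a window, and a share of 0.2278 had as many. These lists ask about any window of this size. The landing site that the paper lists for the RNAi transgene (attP2) was not tested apart. A stretch carried along with the transgene and chance therefore cannot be told apart.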
